# NRF1 promotes primordial germ cell development, proliferation and survival

**DOI:** 10.1111/cpr.13533

**Published:** 2023-08-04

**Authors:** Pengxiang Wang, Jun Su, Junpeng Wang, Yilin Xie, Wei Chen, Jinhai Zhong, Yuan Wang

## Abstract

Primordial germ cells (PGCs) are the germline precursors that give rise to oocytes and sperm, ensuring the continuation of life. While the PGC specification is extensively studied, it remains elusive how the PGC population is sustained and expanded after they migrate to embryonic gonads before birth. This study demonstrates that NRF1, a known regulator for mitochondrial metabolism, plays critical roles in post‐migrating PGC development. We show that NRF1 protein level gradually increases in post‐migrating PGCs during embryonic development. Conditional *Nrf1* knockout from embryonic germ cells leads to impaired PGC proliferation and survival. In addition, NRF1 may also actively drive PGC derivation from pluripotent stem cells. Using whole genome transcriptome profiling and ChIP‐seq analyses, we further reveal that NRF1 directly regulates key signalling molecules in PGC formation, transcription factors in proliferation and cell cycle and enzymes in mitochondrial metabolism. Overall, our findings highlight an essential requirement of NRF1 in regulating a broad transcriptional network to support post‐migrating PGC development both in vitro and in vivo.

## 1 INTRODUCTION

Primordial germ cells (PGCs) are the very first germline precursors that give rise to oocytes and sperm, ensuring the continuation of life.^1^, ^2^, ^3^ In mice, PGC precursors emerge in proximal posterior epiblasts around embryonic day (E) 6.25 and establish a cluster of ~25 PGCs, segregating from surrounding somatic lineages at E7.25.^2^ Starting at E8.0, these nascent PGCs incorporate into the hind gut, migrate bilaterally along the dorsal mesentery, and populate the newly formed genital ridges at E10.5–12.5.^1^, ^2^, ^3^ During this period, PGCs proliferate steadily, increasing to ~1000 in number.^1^, ^2^, ^3^ After E12.5, when sex‐specific features of gonads appear, the fate of PGCs starts to diverge in male and female embryos. In the male genital ridges (embryonic testes), PGCs undergo transient proliferation (reaching ~25,000 cells in number) before arresting at mitotic G0/G1 phase as pro‐spermatogonia (also referred as gonocytes) around E14.5–16.5. Meanwhile, in embryonic ovaries, PGCs proliferate before E14.5 and become oogonia, which then enter meiosis and arrest at prophase of the first meiotic division as oocytes.^4^, ^5^, ^6^ Sex determination marks the end of the primordial phase of germ line development and the beginning of spermatogenesis or oogenesis. Any defects in PGC formation, migration and proliferation can result in both female and male infertility.

Transcription factors (e.g., PRDM1/BLIMP1, PRDM14 and TFAP2C) and signalling molecules (e.g., BMPs and WNT) play crucial roles in PGC specification.^3^, ^7^, ^8^, ^9^, ^10^ In addition, epigenetic reprogramming occurs during PGC development with extensive genome‐wide DNA demethylation and erasure of sex‐specific imprints.^11^, ^12^, ^13^ In mice, PGC precursors at ~E6.75 initially have a genome‐wide methylation level that is indistinguishable from their somatic neighbours.^14^ Passive DNA demethylation begins almost concurrently with PGC specification, migration and colonisation into the gonads through downregulation of DNMT3a/b.^11^, ^14^, ^15^, ^16^, ^17^, ^18^, ^19^ Then, the DNA demethylation continues at the remaining imprinting regions of the PGC genome, facilitated by upregulated TET methylcytosine dioxygenases.^15^ By E13.5, the majority of the genome in post‐migration PGCs is hypomethylated.^11^, ^14^, ^15^, ^16^, ^17^, ^18^, ^19^ Another key feature of proliferating PGCs is their higher mitochondrial metabolism, compared to their surrounding somatic cells. Inhibiting glycolysis favours the formation of PGC‐like cells (PGCLCs) from pluripotent stem cells (PSCs), while repressing mitochondrial respiration reduces PSC differentiation into PGCLCs.^20^ However, it is yet to be elucidated how mitochondrial metabolism is upregulated to support PGC proliferation before sex‐determination.

Nuclear respiratory factor 1 (NRF1) is a transcription factor known for its role in mitochondrial biogenesis.^21^ NRF1 was first identified through its binding to the promoter of cytochrome C,^22^ and was subsequently shown to regulate the expression of genes involved in the mitochondrial respiratory chain.^23^, ^24^ We recently reported that during spermatogenesis, NRF1 bound to hypomethylated CpG‐rich promoter regions of germ cell‐specific genes and directly activated their transcriptions.^25^ In the current study, we found a higher NRF1 expression in post‐migrating PGCs during the embryonic stages, compared to their surrounding somatic cells, likely due to the gradually hypomethylated PGC genome. In addition, NRF1 was required for PGC proliferation and survival both in vitro and in vivo, and it actively promoted PGC derivation from PSCs when ectopically expressed. Through RNA‐seq and ChIP‐seq analyses, we further revealed that NRF1 regulated a broader transcriptional network crucial for maintaining mammalian PGC development.

## 2 EXPERIMENTAL MATERIALS AND METHODS

### 2.1 Animal models

The *Nrf1* conditional knockout mice were generated in a previously published study.^25^ *Tnap‐Cre* mice were previously reported^26^ and a kind gift from Dr. Guoliang Xu at the Chinese Academy of Science. Both mouse strains were maintained under the C57BL/6 background. To get *Nrf1* ^*−/f*^ *‐Cre* mice, *Nrf1* ^*f/f*^ female mice were crossed with *Nrf1* ^*+/f*^ *‐Cre* male mice. All animal experimental procedures were approved by the Institutional Animal Care and Use Committee at East China Normal University and conducted in compliance with the regulatory guidelines.

### 2.2 Histology study and histoimmunofluorescence (IHF) assays

For histology analyses, tissues were fixed in 4% paraformaldehyde (PFA), followed by dehydration, embedded in paraffin and processed into 5 μm sections for staining with haematoxylin (Sigma‐Aldrich, MHS16) and eosin (Sigma‐Aldrich, HT110216). Images were obtained with a Leica microscope (Leica, DM4000B). IHF was performed as previously described by Zhang et al.^27^ Briefly, embryonic gonads were fixed with 4% PFA in PBS at 4°C for 2 h and then embedded in paraffin. The 5 μm‐thick gonad sections were incubated with primary antibodies followed by washing three times with PBS containing 0.1% Triton X‐100. Nuclei were stained with DAPI after blotting with fluorochrome‐conjugated second antibodies. Images were obtained with a confocal microscope (Andor‐Oxford Instruments, DF505). Primary antibodies used in this study: OCT4 (used as 1:100 dilution, Santa Cruz, sc‐5279), STELLA (Sigma, 1:300, MAB4388); NRF1 (1:400, Abcam, ab175932), DDX4 (1:400, Abcam, ab27591), Ki67 (1:400, Abcam, ab15580) and cleaved Caspase‐3 (1:400, Cell Signalling Technology, #9661).

### 2.3 Plasmid construction for NRF1 overexpression (OE)

We used the CRISPR/dCAS9 gene editing system to activate endogenous *Nrf1* expression according to the published protocol.^28^ Briefly, sgRNA targeting *Nrf1* was cloned into Lenti‐sgRNA (MS2)_puro (Addgene, #73795). The dCas9‐VP64 (Addgene, #61425) and MS2‐P65‐HSF1 (Addgene, #61426) were introduced simultaneously into PSCs to activate endogenous *Nrf1* expression. To construct NRF1 OE plasmid, *Nrf1* cDNA was amplified from mouse PSCs and cloned into *SalI* and *NheI* sites of a modified pInducer20 (*p20*) vector (Addgene, #44012). The correctly inserted sgRNA sequence and *Nrf1* cDNA in the expression vectors were confirmed by Sanger sequencing. The sequences of sgRNA for Nrf1 activation and primers for *Nrf1* cDNA cloning are listed in Table S4.

### 2.4 Cell culture, transfection and viral infection

293T cells were cultured in DMEM (Gibco) with 10% fetal bovine serum (FBS, Gibco) and transfected with plasmids using polyethyleneimine (Sigma) for viral packaging. PSCs were cultured in DMEM (Gibco) with 15% FBS (Gibco), 1 μM PD0325901(Stemgent), 3 μM CHIR99021 (Stemgent), 1000 units/mL LIF (Gibco), 0.05 mM *β*‐mercaptoethanol, 2 mM l‐Glu, 0.1 mM NEAA, 100 units/mL penicillin and 0.1 mg/mL streptomycin on feeder‐free wells coated with 0.2% gelatin. For viral infection of PSCs, lentivirus was packaged in 293T cells. Dissociated PSCs were mixed with lentivirus with MOI at 10 and 5 μg/mL polybrene. Cell medium was changed at 12 h post‐infection. Cells were passed every 2–3 days; 400–800 μg/mL G418 or 1 μg/mL puromycin was used to select for transgene or sgRNA expressing cells.

### 2.5 PGCLC derivation from PSCs

The embryoid bodies (EBs) were generated from 1.5 × 10e6 PSCs in 10 cm petri dishes with differentiation medium including IMDM with 15% FBS, 0.1 mM NEAA, 1 mM sodium pyruvate, 2 mM l‐Glu, 0.1 mM α‐monoglycero, 100 units/mL penicillin, 0.1 mg/mL streptomycin and 50 μg/mL l‐ascorbic Acid. All medium components referenced above were purchased from Gibco. Cells were cultured on a shaker in the cell incubator, with the medium changed every 2 days. For *p20* vector‐based gene expression by doxycycline (DOX) induction, 1.5 μg/mL DOX were added during PSC differentiation from day 2 to 5.

### 2.6 Cell sorting and analysis by flow cytometry

The EBs were dissociated with TrypLE into single cells, washed with PBS/0.1% BSA, and collected by centrifugation. Cell clumps were removed by a 40 μm cell strainer (BD Biosciences). Dissociated cells were incubated with indicated antibodies for further analyses. For Ki67 staining, 3 mL of cold 70% ethanol drop by drop was added to the cell pellet with gentle vortex. Resuspended cells were kept at −20°C for 1 h, followed by washing three times with cell staining buffer (BioLegend, Cat. # 420201) and then resuspended by cell staining buffer into ~5 × 10^5^/mL; 100 μL cell suspension was incubated with Ki‐67 antibody at room temperature in the dark for 30 min, and then washed twice with cell staining buffer before being analysed by flow cytometry. For Annexin V, staining was performed according to the manufacturer's protocol, co‐stained with 5 μg/mL propidium iodine (PI). Cells were analysed on Fortessa or BD LSR II, sorted with ARIA II or BD Influx flow cytometers (all from BD Biosciences). All antibodies used in flow cytometry were purchased from BioLegend: APC‐SSEA1 (Cat. # 125618), BV421‐Ki67 (Cat. # 652411) and BV421‐Annexin V (Cat. # 640923).

### 2.7 RNA‐Seq and bioinformatic analyses

For RNA‐seq, total RNAs from sorted BV+ PGCLCs at day 5 of BVSC PSC differentiation were extracted with RNAiso plus (Takara, Cat. # 9109). Biological duplicates or replicates were prepared as indicated. Multiplexed libraries with different indexes were constructed and sequenced on an Illumina NovaSeq instrument using 2 × 150 bp paired‐end configuration. After removing adaptor sequences, trimmed reads with length shorter than 75 bp, and low‐quality sequences/reads by FastQC (v0.10.1) and Cutadapt V1.9.1, clean sequences were mapped to the mouse genome (Mus_musculus_GRCm39.107) using Hisat2 (v2.0.1). Read counts were obtained with HTSeq (v0.6.1) to get gene expression as FPKM (expected number of fragments per kilobase of transcript sequence per million base pairs sequenced). DESeq2 (v1.26.0) and TMM were used to normalised read counts and obtain the differential gene expression across groups. Goseq (v1.34.1) was used for Gene Ontology terms that annotate enriched genes with the Log2 (Fold Change) cutoff as 0.58 and the *p* value <0.05. Raw RNA‐seq data were uploaded to the GEO repository and accessible to the public (GSE231662).

### 2.8 ChIP‐Seq and bioinformatic analyses

For ChIP‐seq analyses, we performed ChIP on 8 × 10‐e6 sorted BV+ PGCLCs using SimpleChIP® Plus Enzymatic Chromatin IP Kit (Cell Signalling Technology, #9005) with a NRF1 antibody (Abcam, Ab175932). Immunoprecipitated DNA was quantified using a Qubit 3.0 Fluorometer (Invitrogen) and qualified with an Agilent Bioanalyzer 2100 (Agilent Technologies). Biological triplicates were prepared. DNA libraries were constructed and sequenced with an Illumina NovaSeq instrument (Illumina) using a 2 × 150 paired‐end configuration. After removing adaptor sequences, sequences with Phred value <20, and trimmed reads with length shorter than 75 bp by Cutadapt V1.9.1, clean sequences (Q20 > 97.5% in all samples) were aligned to mouse genome (Mus_musculus_GRCm39.107) using the software Bowtie2 (version 2.2.6). Peak quality, peak calling and peak annotation were used MACS2 and ChIPseeker software. The peaks of different experimental groups were combined with bedtools software (version, 2.25.0), and differential analysis was performed using edgeR (V3.24.1) from the bioconductor software package. Peaks at the specific genomic regions were obtained with Integrative Genomic Viewer. The peaks that appeared in biological duplicates or triplicates were further analysed for their gene functional categories using GOSeq (v1.34.1). Raw ChIP‐seq data were uploaded to the GEO repository and accessible to the public (GSE231661).

### 2.9 RT‐PCR, PCR and real‐time PCR

Total RNAs were extracted with RNAiso plus and reverse‐transcribed using a PrimeScrip RT reagent Kit (TAKARA, RR037A) according to the manufacturers' instructions. PCR and real‐time PCR were performed as described previously by Zhang et al.^29^ Primers used in this study were listed in Table S4.

### 2.10 Statistical analysis

Data were presented as mean ± SEM. All experiments were performed independently three times or more unless otherwise stated. Statistical comparisons of between‐group means were performed using unpaired Student's *t*‐test and the Prism Graphic software.

## 3 RESULTS

### 3.1 Conditional *Nrf1* knockout in germ cells impairs the development of post‐migration PGCs

To determine whether NRF1 participates in PGC development, we first assessed its expression levels in the migrating and post‐migrating PGCs during embryonic development using immunohistofluorescent (IHF) assays. We found that NRF1 expression was relatively low in OCT4+ or STELLA+ PGCs at E9.5 and E11.5 but gradually elevated during embryonic development (Figure 1A,B and Figure S1A). In addition, NRF1 proteins expressed at a higher level in PGCs compared to that of surrounding somatic cells at E13.5 and E15.5 (Figure 1B), suggesting a potential requirement of NRF1 in post‐migrating PGCs.

**FIGURE 1:**
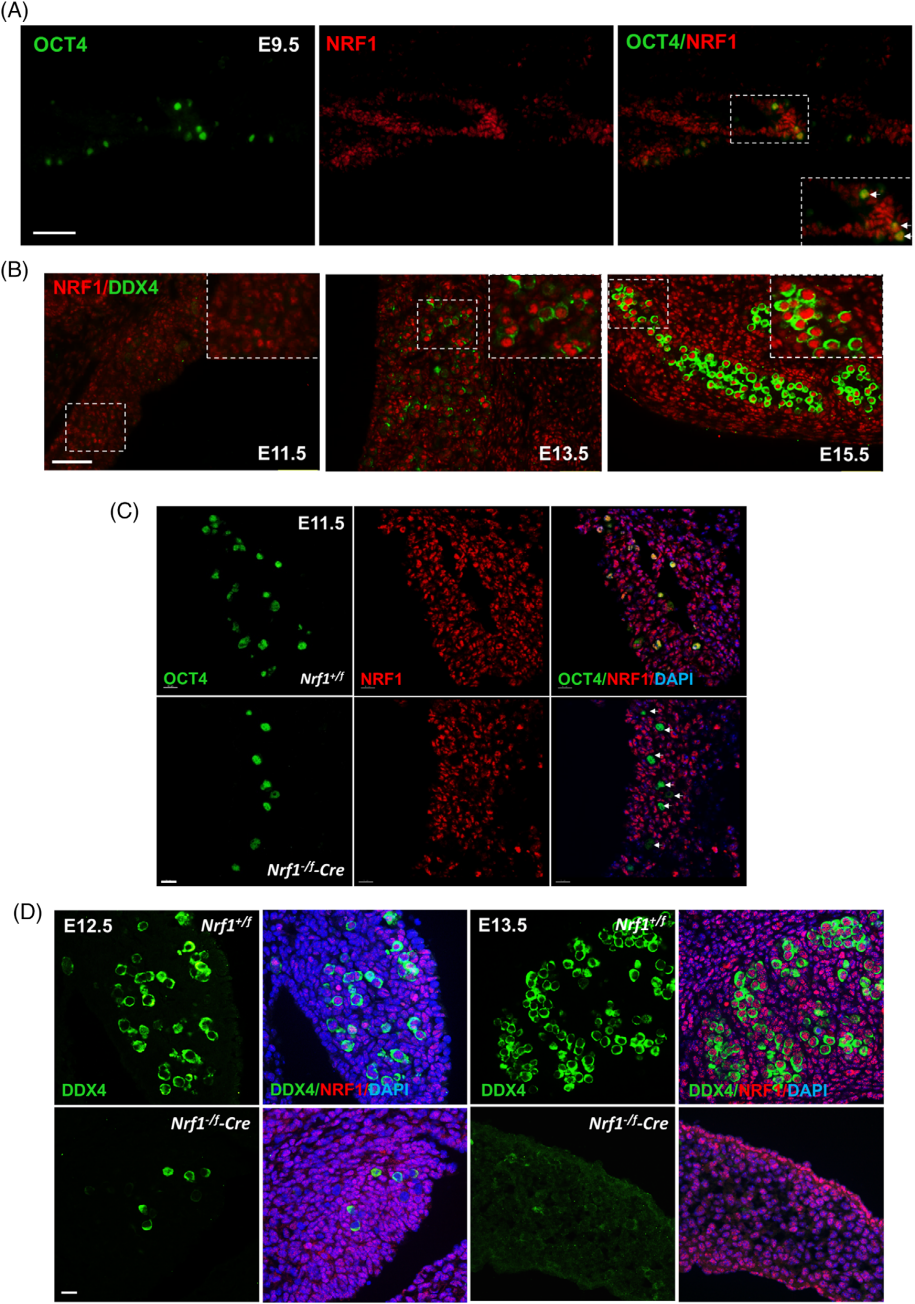
NRF1 is required for primordial germ cells (PGC) development. (A) NRF1 expression in PGCs was detected by immunohistofluorescent (IHF) on E9.5 mouse embryos with NRF1 and OCT4 antibodies. (B) IHF assays were performed on E11.5–15.5 embryonic gonads with antibodies against NRF1 and germ cell‐specific protein DDX4. (A,B) Scale bar: 50 μm. Inserts showed blow‐up images of representative regions. (C,D) IHF assays were performed on E11.5–13.5 gonads from wildtype control embryos and *Nrf1* conditional knockout embryos by *Tnap‐Cre* in PGCs (*Nrf1* ^*−/f*^ *‐Cre*), with antibodies against NRF1 and OCT4 (C), or NRF1 and DDX4 (D), counterstained with a nucleus dye, DAPI. Scale bar: 15 μm. (C) White arrows indicate OCT4+ PGCs with NRF1 expression completely abolished.

Because NRF1 null mutation leads to embryonic lethality between E3.5 and 6.5,^30^ to understand the role of NRF1 in PGCs at the later stages, we generated PGC‐specific *Nrf1* knockout mice with a *Tnap‐Cre* driver, in which CRE started to express in PGCs at E9.5^26^ and deleted the exon 4 from *Nrf1* gene locus (Figure S1B,C). We found that the number of OCT4+ post‐migrating PGCs started to reduce between E11.5 and E12.5 upon conditional *Nrf1* knockout (*Nrf1* ^*−/f*^ *‐Cre*, Figure 1C,D and Figure S2A). At E13.5, few DDX4+ germ cells remained intact in *Nrf1* deleted gonads (Figure 1D and Figure S2A). Taken together, these data suggest that a high NRF1 expression level is required for maintaining post‐migrating PGC development in mice.

### 3.2 *Nrf1* deletion from PGCs leads to infertility of both male and female mice

To further prove NRF1 is essential for PGC development, we examined germ cell formation in both female and male embryos at E15.5. As expected, no DDX4+ embryonic germ cells were detected in either male or female *Nrf1* knockout gonads (Figure S2B,C). Consistent with these findings, we found both male and female *Nrf1* conditional knockout mice were infertile. The testes of *Nrf1* ^*−/f*^ *‐Cre* male mice were visibly smaller at postnatal day (P) 0, which were significantly reduced at 7 weeks old (Figure 2A,B). Histology and IHF showed that no DDX4+ germ cells were detected at *Nrf1* ^*−/f*^ *‐Cre* neonatal testes (Figure S3A). Consequently, Sertoli‐only phenotype was observed in adult testes upon *Nrf1* deletion by *Tnap‐Cre* (Figure 2A,B). No sperm was detected in the epididymis of these mice either (Figure 2B). In female mice, compared to wildtype ovaries containing follicles at various developmental stages, *Nrf1* ^*−/f*^ *‐Cre* ovaries were slightly smaller at 7 weeks old (Figure 2C). Ovaries at either P7 before puberty (Figure S3B) or during adulthood (Figure 2C,D) contained no visible developing follicles or mature oocytes upon *Nrf1* deletion. In summary, these data confirm that NRF1 plays an essential role for embryonic germ cell development in both male and female animals.

**FIGURE 2:**
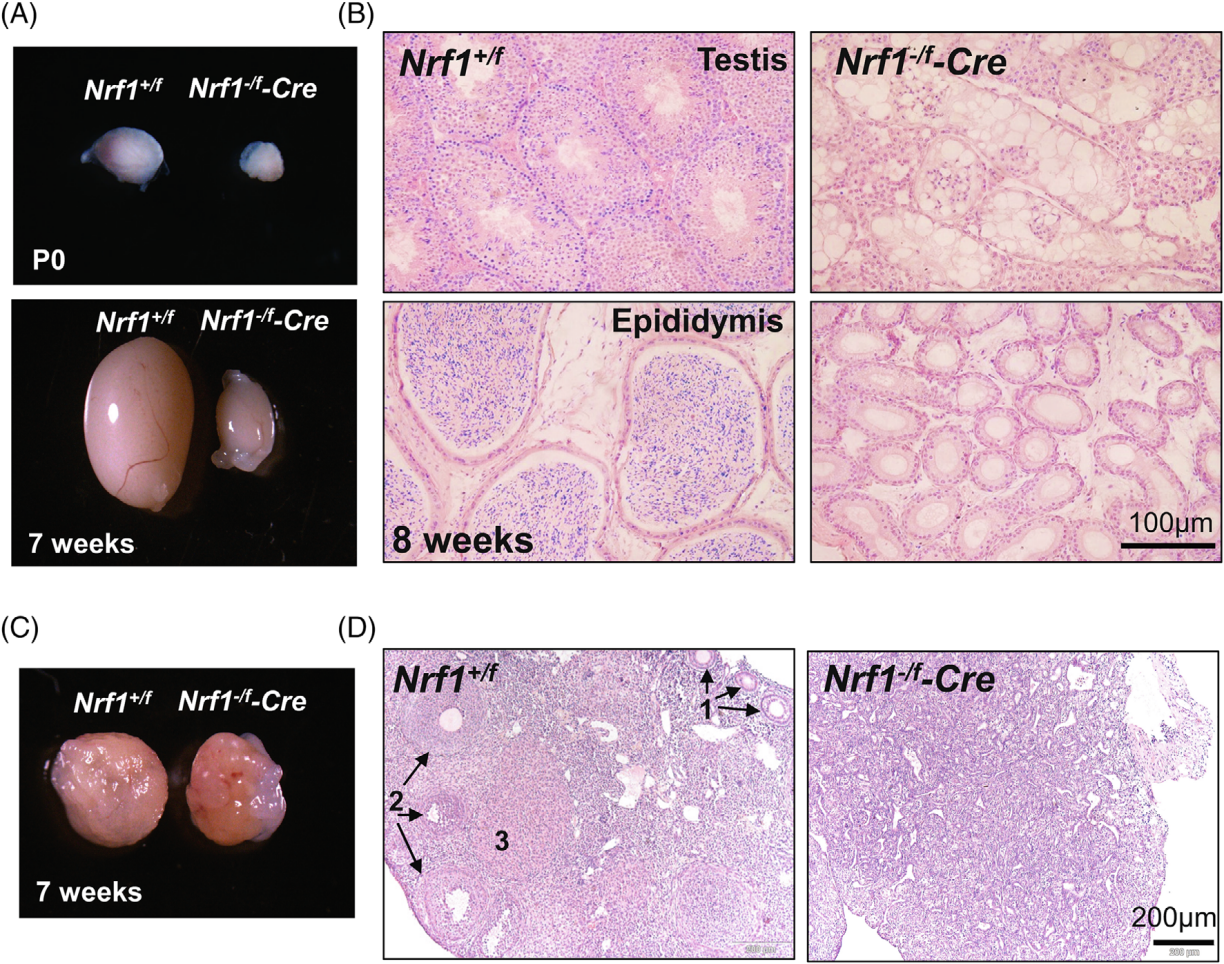
*Nrf1* knockout leads to infertility in both male and female mice. (A) Morphology of testes from *Nrf1* ^*−/f*^ *‐Cre* mice and their wildtype littermate controls at P0 and 7 weeks old. (B) Histology on testes and epididymis from *Nrf1* ^*−/f*^ *‐Cre* mice and their wildtype littermate controls at 8 weeks old. (C) Morphology of ovaries from *Nrf1* ^*−/f*^ *‐Cre* mice and their wildtype littermate controls at 7 weeks old. (D) Histological study on ovary sections from *Nrf1* ^*−/f*^ *‐Cre* mice and their wildtype littermate controls at 7 weeks old. Black arrows and numbers indicate follicles at different developmental stages. 1: primary follicles; 2: secondary follicles; 3: corpus luteum.

### 3.3 NRF1 deficiency compromises the survival and proliferation of post‐migration PGCs

The in vitro differentiation of PSCs generates a large quantity of PGCLCs, and thereby greatly facilitating the molecular studies of germ cell specification. We and others have previously shown that SSEA1+ cells in differentiated PSCs represent post‐migrating PGCs developed in vivo.^31^, ^32^, ^33^ To explore the underlying functional mechanisms by which NRF1 regulates PGC development, we derived *Nrf1* ^*f/f*^ PSCs and examined the formation of SSEA1+ PGCLC upon *Nrf1* deletion. We introduced a DOX‐inducible CRE‐p2a‐GFP‐expressing vector into these *Nrf1* ^*f/f*^ PSCs (Figure S1C). An empty vector conditionally expressing GFP was used as a control to exclude potential side effects due to DOX treatment. In GFP+ cells with *Nrf1* knockout induced by DOX treatment, we found that SSEA1+ PGCLCs in differentiated PSCs were significantly reduced (Figure 3A). Interestingly, we further found that the proliferating PGCLCs labelled by Ki‐67+, a proliferation marker,^34^ were also dramatically decreased upon *Nrf1* deletion (Figure 3B). By contrast, a higher fraction of Annexin V+/PI+ apoptotic cells was detected in *Nrf1* knockout PGCLCs (Figure 3C).

**FIGURE 3:**
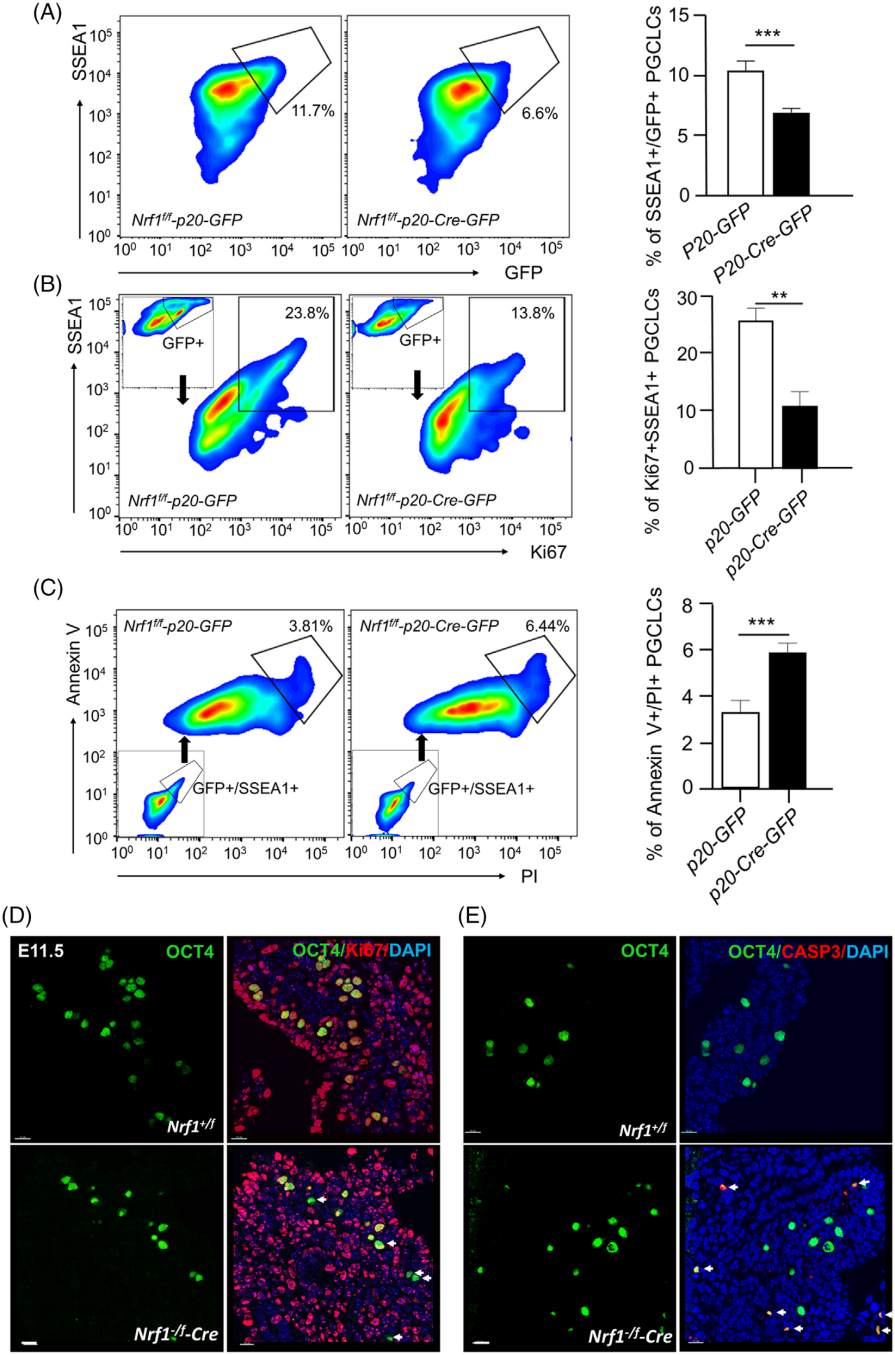
NRF1 is required for the proliferation and survival of postmigrating primordial germ cells (PGCs). (A) Flow cytometry analyses on differentiated *Nrf1* ^*f/f*^ PSCs introduced with *p20‐GFP* or *p20‐Cre‐p2a‐GFP*. GFP+ PGC‐like cells (PGCLCs) were detected by SSEA1 staining. The percentages of GFP+/SSEA1+ PGCLCs were shown on the right. (B) GFP+/SSEA1+ PGCLCs from (A) were analysed by flow cytometry using a BV421‐conjugated antibody against Ki67. (C) GFP+/SSEA1+ PGCLCs from (A) were co‐stained with BV421‐conjugated Annexin V and propidium iodide (PI), and samples were then analysed by flow cytometry. (A–C) Data were presented as mean ± SEM from three independent experiments. ***: *p* < 0.001. (D,E) Immunohistofluorescent (IHF) on genital ridges from *Nrf1* ^*−/f*^ *‐Cre* embryos and their wildtype littermates at E11.5 with antibodies against OCT4 and Ki67 (D), or OCT4 and cleaved Caspase 3 (CASP3) (E). White arrows indicate OCT4+/Ki67 non‐proliferating PGCs (D) or OCT4+/Caspase 3+ apoptotic PGCs (E) in *Nrf1* ^*−/f*^ *‐Cre* embryos. Scale bars: 10 μm.

We further confirmed these data in vivo using *Nrf1* ^*−/f*^ *‐Cre* embryos. We found that while Ki67 was readily detectable in post‐migrating PGCs from wildtype embryos at E11.5, few remaining PGCs were co‐stained positive for Ki67 and OCT4 in the gonads of *Nrf1* conditional knockout embryos (Figure 3D and Figure S3C). In addition, the signal of cleaved Caspase 3, an indicator of apoptotic cells,^35^ increased upon *Nrf1* deletion (Figure 3E and Figure S3D), suggesting that NRF1 is required for supporting the proliferation and survival of post‐migrating PGCs both in vitro and in vivo.

### 3.4 Enforced NRF1 expression promotes PGCLC formation from PSCs

Published studies demonstrated that increased mitochondrial metabolism favours PGCLC formation from PGCs. Because NRF1 is known as a master regulator of mitochondrial biogenesis, we explored if enforced NRF1 promoted PGCLC specification from PSCs. We utilised a PSC reporter line expressing fluorescent proteins driven by PGC‐specific promoters (i.e., BVSC: Blimp1‐mVenus; Stella‐CFP).^36^ We isolated the BV+ PGCLCs from differentiated PSCs and measured that *Nrf1* expression by real‐time RT‐PCR. Consistent with relatively low expression of NRF1 in nascent^8^, ^36^ or migrating (Figure 1A and Figure S1A) PGCs in vivo, we observed no significant difference in *Nrf1* expression between BV+ PGCLCs and BV− surrounding somatic cells (Figure 4A).

**FIGURE 4:**
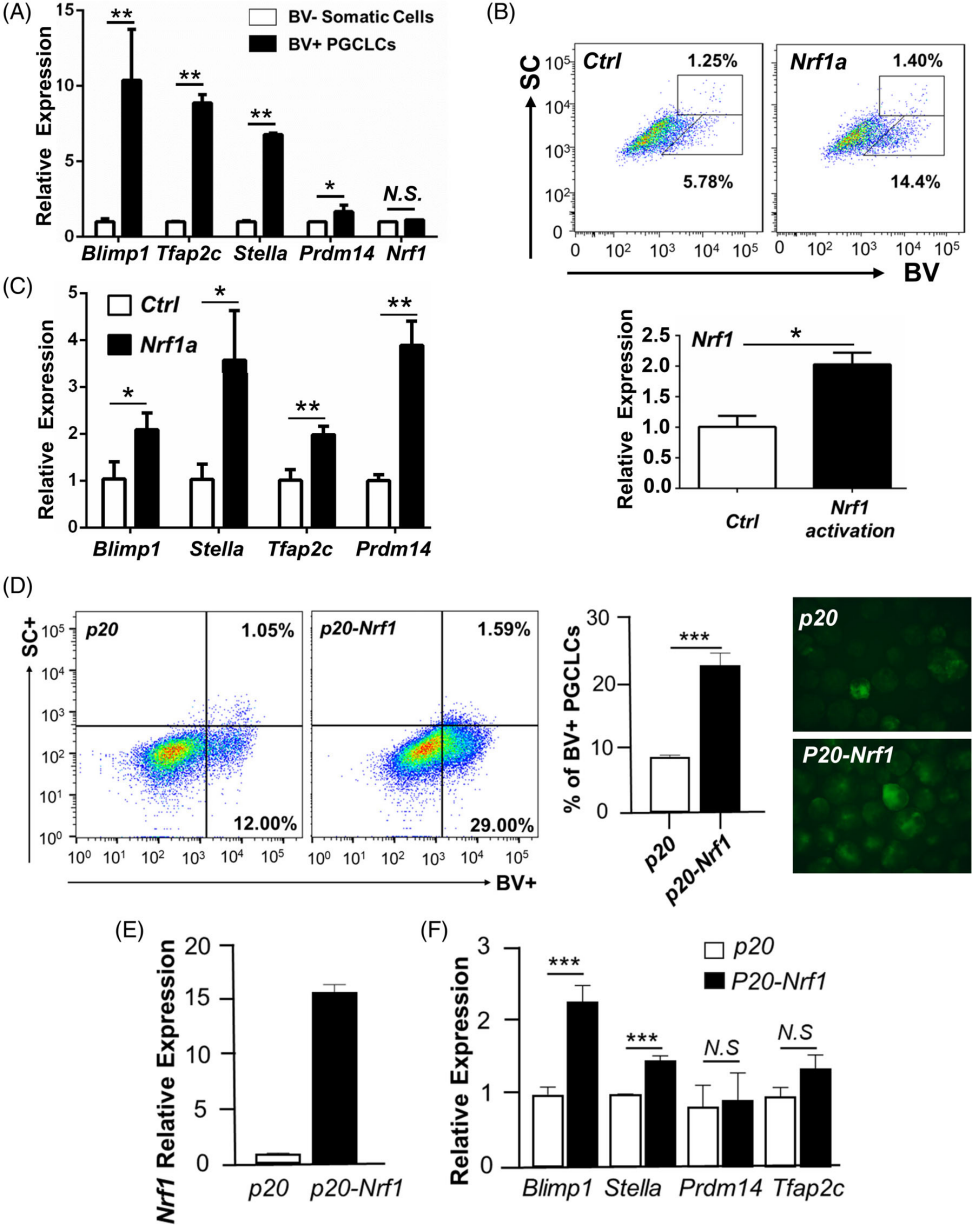
NRF1 promotes PGC‐like cell (PGCLC) formation from PSCs. (A) Relative mRNA levels of *Nrf1* and primordial germ cells (PGC) marker genes were measured by real‐time RT‐PCR in BV+ PGCLCs, compared to BV− somatic cells differentiated from BVSC PSCs. (B) BV+ PGCLCs were measured by flow cytometry upon endogenous *Nrf1* activation (*Nrf1a*), compared to an empty vector control (*Ctrl*). (C) Relative mRNA levels were measured by real‐time RT‐PCR on whole day 6 EBs upon endogenous *Nrf1* activation. (A–C) Data were presented as the mean ± SEM from two independent biological replicates. (D) Flow cytometry analyses of BVSC PSCs on day 5 of differentiation. NRF1 expression (*p20‐Nrf1*) was induced by DOX treatment from day 2 to 5 during PSC differentiation. An empty vector with the same DOX treatment was used as a control (*p20*). Representative results of flow cytometry were shown on the left, and the percentages of BV+ PGCLCs were shown in the middle panel. Right panel: representative images of EBs from BVSC PSCs on day 5 of differentiation. (E) The mRNA levels of *Nrf1* and PGC marker genes were measured by real‐time RT‐PCR on day 5 differentiated EBs. NRF1 expression was induced by DOX treatment from day 2 to 5 during PSC differentiation. (D–F) Data were presented as mean ± SEM from three independent experiments. (A–F) *: *p* < 0.05; **: *p* < 0.01. ***: *p* < 0.001. *N.S*.: no significance.

Interestingly, when the endogenous NRF1 expression was activated by CRISPR/dCAS9‐VP64‐p65^28^ with sgRNAs targeting *Nrf1*, the formation of BV+ PGCLC from differentiated PSCs was elevated (Figure 4B), accompanied by upregulated expression of PGC marker genes including *Blimp1*, *Stella*, *Prdm14* and *Tfap2c* (Figure 4C).^36^ To exclude possible off‐target effects by CRISPR/dCAS9 system, we further confirmed this result by enforcing ectopic NRF1 expression with an *Nrf1* cDNA. We found that BV+ PGCLCs were increased upon continuous NRF1 OE in PSCs (Figure S4A). We observed the same phenomenon when exogenous NRF1 expression was induced by DOX treatment from day 2–6 of PSC differentiation (Figure 4D). Consistently, PGC regulators such as *Blimp1* and *Stella* were upregulated upon NRF1 enforced expression in differentiated PSCs (Figure 4E,F and Figure S4B). Taken together, our data suggest that NRF1 is not only a permissive player in germ cell development, but also an active driver to promote PGC specification from pluripotent cells.

### 3.5 NRF1 directly regulates genes critical for PGC formation, mitochondrial metabolism and cell proliferation

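RNA‐seq covered 9 libraries in 4 groups: BV+ PGCLCs with NRF1 OE (n = 2), BV+ PGCLCs with empty vector control (Ctrl, n = 2), BV− somatic cells with NRF1 OE (n = 3) and BV− somatic cells with empty vector control (n = 2). BVSC PSCs carry a Blimp1‐mVenus reporter (BV) and a Stella‐CFP reporter, and BV+ and BV− cells were separated from EBs by flow cytometry. DOX was given at 1.5 μg/mL from day 2 to day 5, and the paper's Methods give day 5 as the day of sorting for BV+ cells. The authors trimmed the reads with Cutadapt 1.9.1, mapped them to GRCm39 with Hisat2 2.0.1 and counted them on 56691 Ensembl genes with HTSeq 0.6.1. They deposited raw counts and FPKM for each gene. The paper's text does not state whether the counting used the strand of the reads, so the counts of genes that overlap another gene are uncertain.

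Total counts were 19625460 and 18308083 in BV+ PGCLCs with NRF1 OE, 14922217 and 18615456 in BV+ PGCLCs with Ctrl, 16935220, 13702162 and 17443624 in BV− cells with NRF1 OE, and 15723226 and 18682136 in BV− cells with Ctrl. The median over the libraries was 17443624. Differential expression was tested on the counts with edgeR's quasi‐likelihood F test in a single fit of the 9 libraries, with TMM normalization, edgeR's filter on low counts and Benjamini‐Hochberg adjustment (adjusted p). The filter left 16903 genes, and their biological coefficient of variation was 0.129. On simulated counts with 200 genes changed by 1.5 on the log2 scale, the test recovered 191 of them and also called 16 unchanged genes among the 16493 genes tested.

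The libraries differed in how their counts followed the GC content of the transcripts. Across 12875 genes, which are not independent replicates, Spearman's rho between transcript GC content and a library's deviation from the mean of all libraries lay between −0.595 and −0.509 in the 4 Ctrl libraries. It was 0.329 and −0.00175 in BV+ PGCLCs with NRF1 OE, and 0.0552, 0.690 and 0.572 in BV− cells with NRF1 OE.

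Nrf1 (ENSMUSG00000058440) itself had 1858 and 1827 raw counts in BV+ PGCLCs with NRF1 OE and 1390 and 1723 with Ctrl. Scaled to the library's size after TMM normalization (CPM), this was 97.6 ± 2.61 (SD, n = 2) and 90.7 ± 0.509 (SD, n = 2), a log2 fold change of 0.10 (standard error 0.104, adjusted p = 0.489 from edgeR's quasi‐likelihood test). In BV− cells, the raw counts were 1982, 1656 and 2121 with NRF1 OE and 1573 and 1969 with Ctrl. The log2 fold change there was 0.26 (standard error 0.0951, adjusted p = 0.0718 from the same edgeR test). The counts and FPKM of Nrf1 imply a counted length of 10282 bases, of which the coding sequence is 1602 bases or 15.6%, so transcripts that hold only the coding sequence would add fewer counts each than the endogenous ones.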

To understand the molecular mechanisms by which NRF1 actively drives PGC development from PSCs, we performed RNA‐seq analyses on somatic cells (BV−) and PGCLCs (BV+) isolated from control PSCs and PSCs with enforced NRF1 expression during their differentiation. We found 2665 genes showed significantly differential expression, with Log_2_ (fold change) below or above 0.58 and *p*‐value <0.05, in BV+ PGCLCs with NRF1 OE versus empty vector control (Figure 5A, Figure S4C, and Table S1). Among these, 1409 genes were upregulated while 1256 genes downregulated (Figure 5B), suggesting NRF1 acts as both a transcription activator and a repressor. 

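At the paper's threshold, 2870 of the 16903 genes tested differed between BV+ PGCLCs with NRF1 OE (n = 2) and with Ctrl (n = 2). An unadjusted p under 0.05 alone was reached by 5487 genes, where 845 are expected by chance. After Benjamini‐Hochberg adjustment in edgeR, 1355 genes had an adjusted p under 0.05, and 1148 of these also passed the fold change threshold. In simulated counts with no gene changed, 374 of 16507 genes passed the paper's threshold, and with each library's fitted trend over GC content and length in the simulation a median of 1020 of 16662 genes did. The alternatives that moved the count at the paper's threshold most were no filter on low counts, with 3767 genes of which 2770 were shared, and offsets for each library's trend over GC content and transcript length, with 2168 genes of which 1681 were shared. The offsets were chosen after seeing the data. With only the 4 BV+ libraries in the fit, 4371 genes had an adjusted p under 0.05, and 1349 of them were shared with the fit of all libraries.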

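Of the 2870 genes past the paper's threshold, 1653 were higher with NRF1 OE and 1217 lower, so that 57.6% were higher. Of the 1355 genes with an adjusted p under 0.05, 1054 were higher and 301 lower, or 77.8% higher. These shares depended on the processing. With an adjusted p under 0.05, edgeR's upper‐quartile factors in place of TMM gave 775 higher and 513 lower genes, or 60.2% higher, and a fit of only the BV+ libraries gave 2096 higher and 2275 lower genes, or 48.0% higher. No filter on low counts gave 1872 higher and 1895 lower genes at the paper's threshold, or 49.7% higher.

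The largest changes were taken among genes with an adjusted p under 0.05 and a mean of at least 1 CPM, in which both NRF1 OE libraries lay on the same side of both Ctrl libraries. Klhl30 (ENSMUSG00000026308) rose from 0.675 ± 0.0647 CPM (SD, n = 2) to 4.21 ± 1.11 CPM (SD, n = 2), a log2 fold change of 2.64 (standard error 0.396, adjusted p = 0.0125 from edgeR). Cd248 rose by 2.36 on the log2 scale (adjusted p = 0.0134 from edgeR), and by 1.63 without replicate 1 of the NRF1 OE libraries. Tmem176b rose by 2.35 (adjusted p = 0.0236 from edgeR) and overlaps Tmem176a. The 3 largest falls were in genes with few counts. Gm1995 fell by 2.95 on the log2 scale (adjusted p = 0.021 from edgeR), and by 4.19 without replicate 2 of the NRF1 OE libraries or 2.26 without replicate 1. The gene ENSMUSG00000121199, which the files list without a symbol, fell by 2.59 (adjusted p = 0.0216 from edgeR), and Gm50180 fell by 2.48 (adjusted p = 0.0128 from edgeR). From genes changed in both directions, the paper proposes that NRF1 acts as an activator and as a repressor of transcription.

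**Figure D1:**
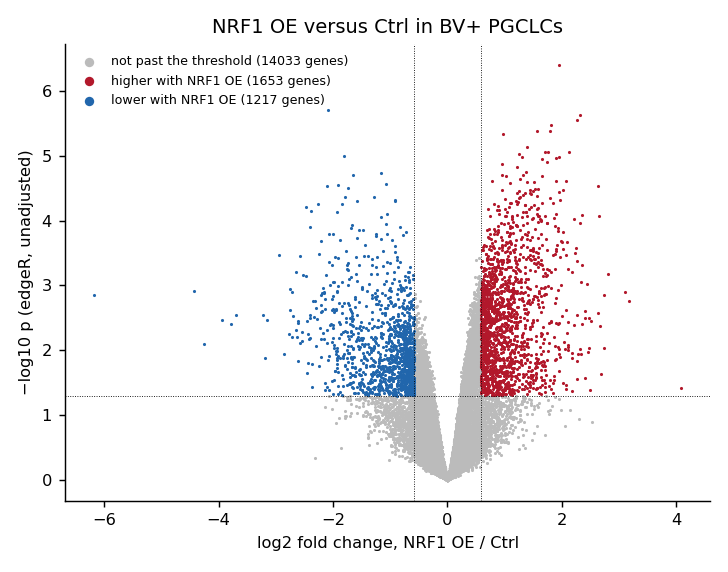
Change of each of the 16903 genes tested in BV+ PGCLCs with NRF1 OE versus Ctrl. The horizontal axis is the log2 fold change and the vertical axis is −log10 of the unadjusted p, with 1653 genes past the paper's threshold on the higher side and 1217 on the lower side.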

The enriched functional categories of differentially expressed genes included several signalling pathways that regulate germ cell development (e.g., *Bmps* and *Wnt*), genes that participate in mitochondrial respiration (e.g., *Cox7a2* and *Atp5e*), and regulators in cell proliferation (e.g., *Jun/Junb*; Figure 5C, Table S1, and Figure S4D). 

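The paper names 23 genes for PGCLCs. In BV+ PGCLCs with NRF1 OE versus Ctrl, 13 of them passed the paper's threshold, all of them higher with NRF1 OE. With Benjamini‐Hochberg adjustment over all genes tested, 12 had an adjusted p under 0.05, and 13 did when adjusted over the list alone. The study chose most of this list on these libraries, so the count over the list is not independent evidence.

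Among the Bmp genes, Bmp7 (ENSMUSG00000008999) was at 13.2 ± 2.33 CPM (SD, n = 2) with NRF1 OE and 7.24 ± 0.141 CPM (SD, n = 2) with Ctrl. Its log2 fold change of 0.87 (standard error 0.246, unadjusted p = 0.00444) passed the paper's threshold but not the adjustment in edgeR (adjusted p = 0.052). Bmp2 (ENSMUSG00000027358) had 3.55 and 2.18 CPM in the NRF1 OE libraries and 0.721 and 0.997 CPM in the Ctrl libraries, and rose by 1.72 on the log2 scale (standard error 0.408, adjusted p = 0.0343 from edgeR). Its adjusted p ranged from 0.00125 to 0.0501 over the alternatives without a term for the replicate number, with 0.0501 in counts thinned to the smallest library. Bmp1, which the set of BMP ligands tested below does not hold, rose by 1.57 (adjusted p = 0.0134 from edgeR). Bmp4, which overlaps Gm15217, and Bmp8b, which overlaps Gm17244 and Ppie, had log2 fold changes of 0.56 and 0.50 that did not pass the adjustment (adjusted p = 0.169 and 0.485 from edgeR). With each library left out in turn, these lay between 0.22 and 0.84 for Bmp4 and between 0.0968 and 0.82 for Bmp8b. The WNT receptor gene Fzd2 (ENSMUSG00000050288) rose from 48.6 ± 2.47 CPM (SD, n = 2) to 152 ± 62.8 CPM (SD, n = 2), a log2 fold change of 1.64 (standard error 0.283, adjusted p = 0.0142 from edgeR). The spread came from the NRF1 OE libraries at 196 and 108 CPM, and without replicate 1 the rise was 1.15.

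Of the respiration genes, Cox7a2 (ENSMUSG00000032330) was at 90.4 ± 18.2 CPM (SD, n = 2) with NRF1 OE and 51.3 ± 8.09 CPM (SD, n = 2) with Ctrl. The log2 fold change was 0.82 (standard error 0.187, adjusted p = 0.0321 from edgeR) and lay between 0.60 and 1.01 with each library left out in turn. Atp5e (ENSMUSG00000016252) rose from 35.1 ± 0.638 CPM (SD, n = 2) to 64.8 ± 12.5 CPM (SD, n = 2), a log2 fold change of 0.89 (standard error 0.181, adjusted p = 0.0226 from edgeR). Jun (ENSMUSG00000052684), which has the antisense gene Junos, rose from 32.2 ± 6.82 CPM (SD, n = 2) to 64.8 ± 5.77 CPM (SD, n = 2). Its log2 fold change was 1.01 (standard error 0.268, adjusted p = 0.045 from edgeR), and the adjusted p ranged from 1.7e-06 to 0.0559 over the same alternatives, with 0.0544 for library size alone in place of TMM and 0.0559 for thinned counts. Junb (ENSMUSG00000052837), which overlaps Prdx2 on the opposite strand, rose from 17.9 ± 0.775 CPM (SD, n = 2) to 54.0 ± 15.5 CPM (SD, n = 2), a log2 fold change of 1.59 (standard error 0.268, adjusted p = 0.0134 from edgeR).

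**Figure D2:**
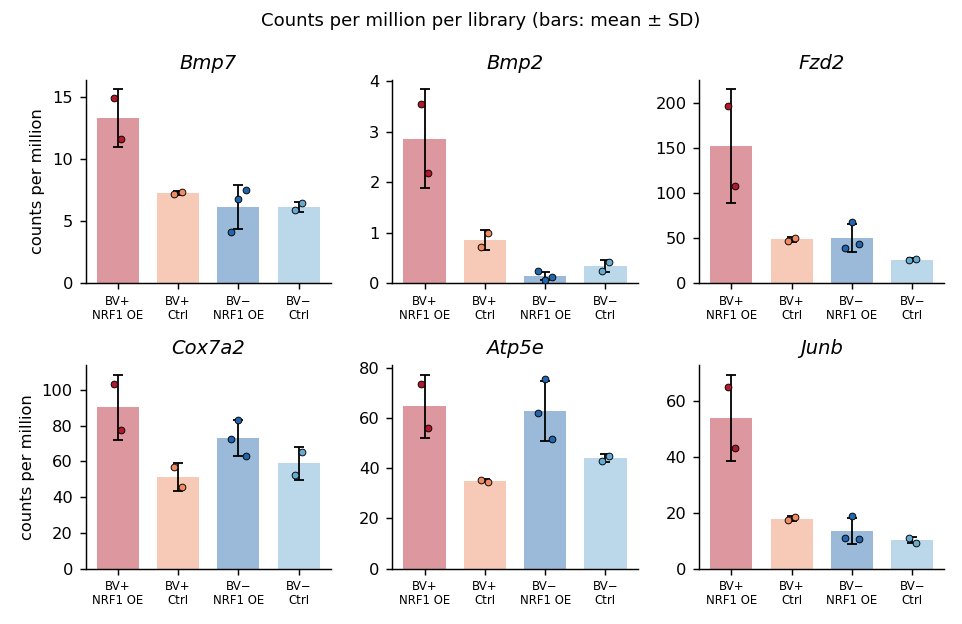
CPM of Bmp7, Bmp2, Fzd2, Cox7a2, Atp5e and Junb in each of the 9 libraries, with a bar at each group's mean. In BV+ PGCLCs, both NRF1 OE libraries lay above both Ctrl libraries for each of these genes.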

We further confirmed these RNA‐seq results with independent real‐time RT‐PCR analyses (Figure 5D). Notably, the key regulators for PGC formation such as *Blimp1* and *Lin28b* were also upregulated (Figure 5D).

**FIGURE 5:**
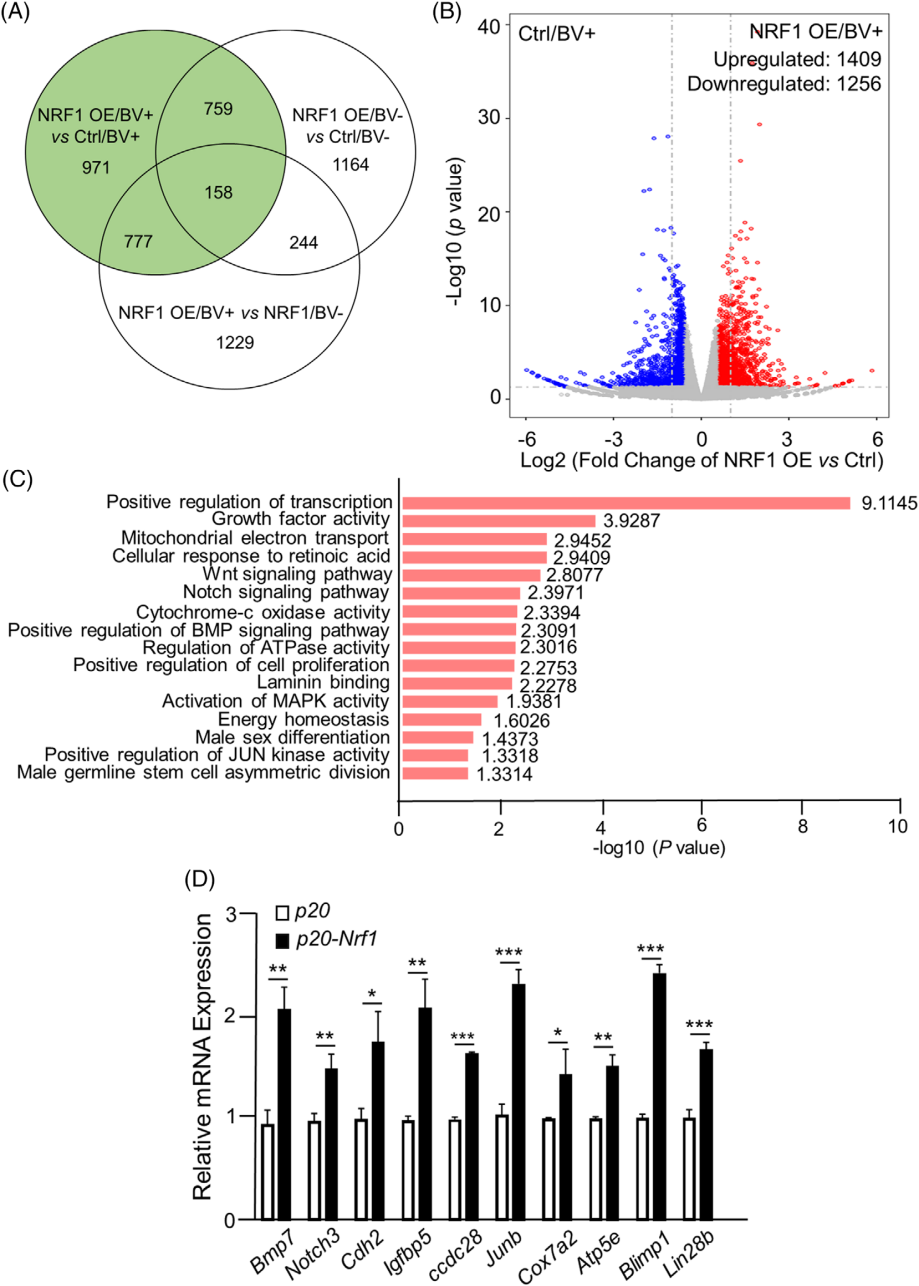
NRF1 regulates the transcription network that induces PGC‐like cell (PGCLC) derivation from PSCs. (A) Venn graph of differentially expressed genes from RNA‐seq analyses with a Log_2_ fold change >0.58 and a *p* value <0.05. (B) Volcano graph of genes detected by RNA‐seq analyses on BV+ PGCLCs with or without NRF1 overexpression (OE). (C) Gene ontology analyses of differentially expressed genes (Log_2_ fold change >0.58, *p* value <0.05) on BV+ PGCLCs with or without NRF1 OE. (D) Real‐time RT‐PCR analyses on BV+ PGCLCs with DOX‐induced NRF1 OE (*p20‐Nrf1*) or empty vector control (*p20*). Data were presented as the mean ± SEM from three independent biological replicates. *: *p* < 0.05; **: *p* < 0.01. ***: *p* < 0.001.

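The 3 lists compared were NRF1 OE versus Ctrl in BV+ PGCLCs with 2870 genes, NRF1 OE versus Ctrl in BV− somatic cells with 2703 genes, and BV+ versus BV− cells with NRF1 OE with 2486 genes. All 3 lists held 202 genes. The lists share libraries, so 20 data sets with no gene changed were simulated, and in these the 3 lists shared a median of 6 genes (range 3 to 14). The 2 lists of NRF1 OE versus Ctrl shared another 847 genes (13.5 in the simulations). The BV+ list shared 878 genes with the BV+ versus BV− list alone (65 in the simulations), and the BV− list shared 314 genes with it alone (41 in the simulations). These simulations hold no trend over GC content. With each library's fitted trend over GC content and length in them, their medians were 8.5 genes on all 3 lists and, in the same order, 226.5, 48.5 and 172 genes on 2 lists. The genes on a single list numbered 943, 1340 and 1092 in the same order. With DESeq2 on the libraries of each pair of groups, all 3 lists shared 131 genes, and with an adjusted p under 0.05 and the fold change threshold in edgeR they shared 68.

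In BV− cells, 969 genes passed the paper's threshold higher with NRF1 OE and 1734 lower. After adjustment in edgeR, 2910 genes had an adjusted p under 0.05, of which 1731 were higher and 1179 lower, or 59.5% higher. Without replicate 2 of the NRF1 OE libraries, 1082 were higher and 1378 lower, or 44.0% higher. Leaving out replicate 2 of the BV− NRF1 OE libraries left 1414 genes past the paper's threshold, and leaving out replicate 1 gave 4086. Leaving out replicate 3 of the BV− NRF1 OE libraries left 35 genes with an adjusted p under 0.05, and leaving out replicate 1 gave 5847. BV+ and BV− cells shared 1049 genes at the paper's threshold, and 1030 of these changed in the same direction (98.2%). Over all genes tested, Pearson's correlation between the changes in BV+ and in BV− cells was 0.595 across genes. Simulations with no gene changed but with each library's fitted trend over GC content and transcript length, added after seeing the data, gave medians of 97.1% in the same direction and a correlation of 0.425, against 53.0% and 0.0044 without the trends. With offsets for the trends, 541 genes were shared, of which 530 changed in the same direction (98.0%), and the correlation was 0.494. An edgeR test of the difference of the NRF1 OE effect between BV+ and BV− cells gave 0 genes with an adjusted p under 0.05, and 932 genes with an unadjusted p under 0.05 where 845 are expected by chance. On simulated counts without a trend over GC content, the same test recovered 164 of 200 genes changed by 1.5 on the log2 scale. In the data, Col1a1, chosen after its value was seen, differed by 1.77 and was not called (adjusted p = 0.455 from edgeR). The 0 therefore does not show that the populations respond alike.

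The largest changes in BV− cells, chosen as in BV+ cells, were mostly in short or weakly counted RNAs. Gm25360 had at most 1 count in the Ctrl libraries and 10 to 66 counts with NRF1 OE, and was at least 14.0‐fold higher, or at least 7.04‐fold without replicate 2. Gm24265 rose by 4.25 on the log2 scale (adjusted p = 0.0418 from edgeR) and Rn7sk by 2.86 (adjusted p = 0.0334 from edgeR). Both varied between the NRF1 OE libraries, at 6.08, 12.4 and 0.415 CPM for Gm24265 and 9.39, 11.9 and 2.19 CPM for Rn7sk. Without replicate 2, the rise of Gm24265 was 3.29, and without replicate 2 of the Ctrl libraries, that of Rn7sk was 3.59. Gm6494 fell by 2.18, 9930017N22Rik fell by 2.07 and Gm1995 fell by 1.95 on the log2 scale (adjusted p = 0.0317 each from edgeR). Without replicate 3 of the NRF1 OE libraries, their adjusted p was 0.0595. With only the 5 BV− libraries in the fit, the adjusted p of these 6 genes lay between 0.0806 and 0.0814.

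**Figure D3:**
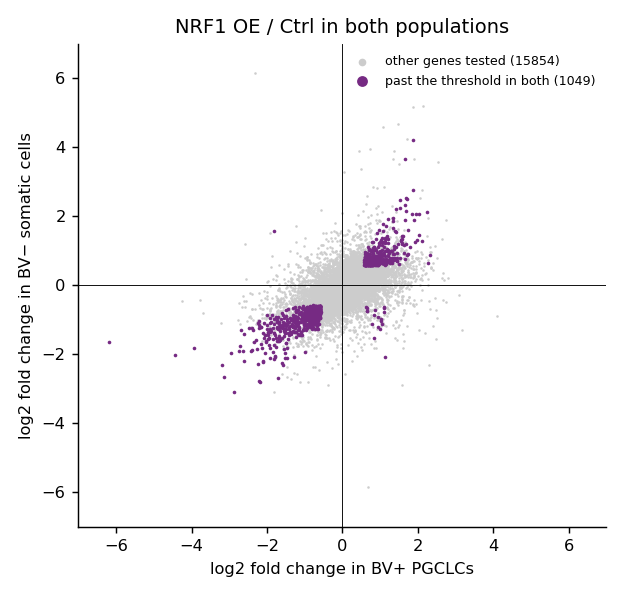
Log2 fold change with NRF1 OE versus Ctrl of each gene tested, in BV− somatic cells and in BV+ PGCLCs. The 1049 genes past the paper's threshold in both populations lie along the diagonal, with 1030 changed in the same direction.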

To further identify the direct targets of NRF1 in PGC development, we isolated BV+ PGCLCs from wildtype differentiated BVSC PSCs and performed chromatin co‐immunoprecipitation coupled with sequencing (i.e., ChIP‐seq) analyses using NRF1 antibody (Figure S5A,B). In total, we identified 4377 NRF1‐binding genes in PGCLCs with higher than two‐fold enrichment over input control samples (Table S2). A much higher number of genes appeared to be bound by NRF1 than those differentially expressed genes detected by RNA‐seq, suggesting that other NRF1 co‐factors play a critical role in NRF1‐mediated transcriptional regulation. The NRF1‐binding motif detected by ChIP‐seq contained GC‐rich sequences, consistent with the known NRF1 binding sequences (Figure 6A). In addition, in alignment with its role as a transcription factor, more than 51% of NRF1‐binding sequences were located within the gene promoters (Figure 6B). Similar to RNA‐seq results, these NRF1 directly bound genes were highly enriched in functional categories such as WNT signalling, cell cycle and cell differentiation as well as mitochondrial respiration (Figure 6C,D, Table S2, and Figure S5C).

**FIGURE 6:**
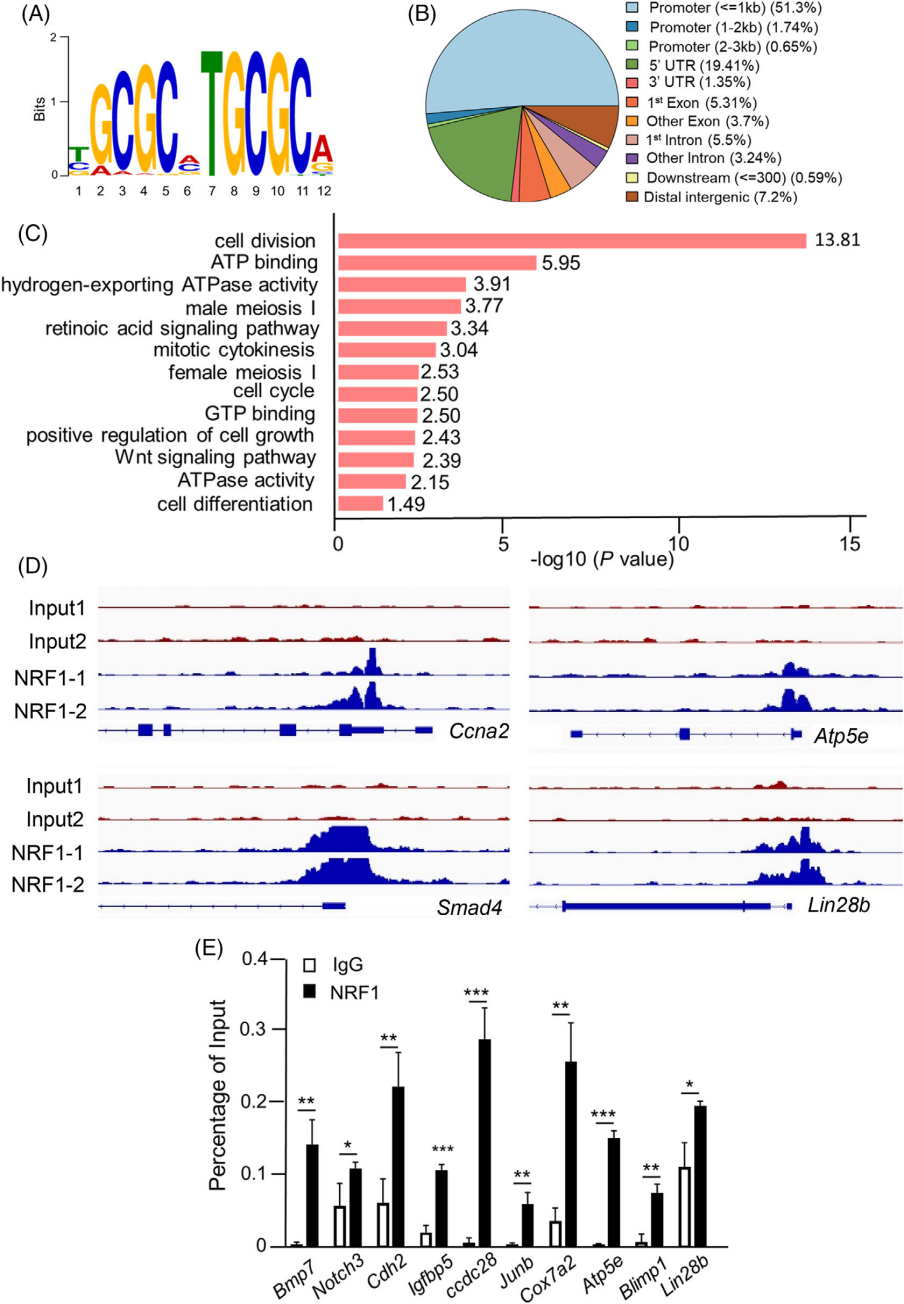
Characterization of NRF1‐mediated transcription network in primordial germ cells (PGCs). (A) NRF1‐binding motif extracted from ChIP‐seq analyses performed on in BV+ PGC‐like cells (PGCLCs). (B) The distribution of NRF1‐binding sites in the genomic regions extracted from ChIP‐seq analyses. (C) Gene ontology analyses of target genes that were bound by NRF1 in BV+ PGCLCs. (D) Representative peaks at the promoters of NRF1 target genes in the genomic regions from ChIP‐seq analyses. (E) Real‐time PCR analyses on immunoprecipitated genomic DNA from BV+ PGCLCs with an NRF1 antibody or with an IgG control. Data were presented as the mean ± SEM from three independent biological replicates. *: *p* < 0.05; **: *p* < 0.01. ***: *p* < 0.001.

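Table S3 gives a direction of change for each of 460 genes, and 458 of them passed the filter on low counts. The ChIP‐seq data were not analysed here, so only the RNA‐seq side of the list was measured. In BV+ PGCLCs with NRF1 OE versus Ctrl, all 458 genes changed in the direction that Table S3 gives. At the paper's threshold in edgeR's test, 232 of the upregulated and 177 of the downregulated genes were called. With an adjusted p under 0.05, 153 upregulated and 29 downregulated genes were called. The list was chosen on these libraries, so its directions are not independent evidence. DESeq2 on the BV+ libraries alone called 220 upregulated and 202 downregulated genes at the paper's threshold.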

We then cross‐examined RNA‐seq data with ChIP‐seq results and identified 238 upregulated and 222 downregulated genes that were directly bound by NRF1 in BV+ PGCLCs (Table S3). 

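Notch3 (ENSMUSG00000038146) had 430 ± 98.6 CPM (SD, n = 2) in BV+ PGCLCs with NRF1 OE and 232 ± 7.31 CPM (SD, n = 2) with Ctrl. The log2 fold change was 0.89 (standard error 0.176, adjusted p = 0.0208 from edgeR), and the antisense gene Gm17276 overlaps it. In BV− cells its log2 fold change was 0.38 (adjusted p = 0.107 from edgeR), and the difference between the populations was 0.51 (adjusted p = 0.900 from edgeR). Igfbp5 (ENSMUSG00000026185) had 102 ± 18.9 CPM (SD, n = 2) with NRF1 OE and 44.2 ± 1.25 CPM (SD, n = 2) with Ctrl, a log2 fold change of 1.20 (standard error 0.190, adjusted p = 0.0127 from edgeR). In BV− cells Igfbp5 stood at 12.0 ± 0.784 CPM (SD, n = 3) and 8.22 ± 2.80 CPM (SD, n = 2). Ccdc28b (ENSMUSG00000028795) rose from 2.36 CPM to 5.44 ± 0.688 CPM (SD, n = 2), a log2 fold change of 1.20 (standard error 0.252, adjusted p = 0.0246 from edgeR), and overlaps Tmem234 on the opposite strand. Its paralog Ccdc28a had a log2 fold change of −0.11 (adjusted p = 0.691 from edgeR).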

The upregulated NRF1‐bound genes included critical signalling molecules and regulators of PGC specification (e.g., *Bmps*) and germ cell development (e.g., *Notch3*), regulators of cell cycle and proliferation (e.g., *Igfbp5* and *Jun*), and enzymes in mitochondrial respiration and ATP production (e.g., *Cox7a2* and *Atp5e*) (Table S3 and Figures 5D and 6E). Independent real‐time RT‐PCR and ChIP‐PCR analyses further confirmed these findings (Figures 5D and 6E). In summary, we conclude that NRF1 is required for PGC development by regulating their proliferation, survival and mitochondrial metabolism.

## 4 DISCUSSION

PGCs are the initial germline precursors that generate both oocytes and sperm in mammals. PGCs emerge as a small subset of cells during embryonic stages and migrate to genital ridges, where they need to expand before sex determination.^1^, ^2^, ^3^ Albeit the genetic program that segregates PGCs from somatic cells has been extensively studied, it remains elusive how the transcriptional network is regulated to support post‐migrating PGC survival and proliferation. Our current study has uncovered that NRF1, a transcription factor and regulator of mitochondrial biogenesis, plays essential roles in these processes. Our data, in align with published reports,^8^, ^36^ showed that the comparable levels of NRF1 expression between nascent or migrating PGCs and their somatic cell counterparts at the early developmental stages, indicating that NRF1 may not be required for PGC specification. However, we observed that NRF1 expression gradually elevated during embryonic development and was higher in post‐migrating PGCs compared to their surrounding somatic cells. The elevation coincides with the developmental window when global methylation erasure of germ cells occurs,^17^ and given that NRF1 specifically binds to unmethylated promoters,^25^ it is possible that NRF1 exerts its transcriptional regulation mainly in hypomethylated post‐migrating PGCs.

Our study using conditional *Nrf1* knockout further demonstrated that NRF1 plays a critical role in post‐migrating PGC survival and proliferation. *Nrf1* deletion from embryonic germ cells at E9.5 resulted in a significant reduction of Ki67+ proliferating PGCs, along with an increased apoptotic population. Consistent with these findings, our RNA‐seq and ChIP‐seq analyses identified several direct NRF1 target genes that are crucial for cell cycle and cell proliferation. For example, JUN is a basic leucine zipper protein in the AP‐1 complex and an early response activator for cell growth signals.^37^ 

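Sets of genes were tested with camera on the edgeR fit, which compares a set with all other genes tested, with a preset correlation between genes of 0.01 and Benjamini‐Hochberg adjustment over 17 sets. In BV+ PGCLCs with NRF1 OE versus Ctrl, camera called 11 of the 17 sets. The rotation test fry called 5 of these 11 as well, the respiratory complexes I and II and III, ATP synthase, the WNT genes and the Notch pathway. With the correlation estimated from the data, camera called 0 sets, and 0 sets had an unadjusted p under 0.05.

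The 25 cell cycle genes, among them cyclins, Mki67, Pcna and the Mcm genes, had a median log2 fold change of 0.02 with NRF1 OE, and 14 of them were higher (adjusted p = 0.903 from camera). The sign of this median changed between scalings, over a range of −0.0187 to 0.0261. Ccna2 had 446 ± 46.1 CPM (SD, n = 2) with NRF1 OE and 498 ± 33.1 CPM (SD, n = 2) with Ctrl, a log2 fold change of −0.16 (standard error 0.111, adjusted p = 0.326 from edgeR), and overlaps Exosc9 on the opposite strand. Smad4 had a log2 fold change of −0.09 (adjusted p = 0.604 from edgeR). With each library left out in turn, the log2 fold change lay between −0.27 and −0.0537 for Ccna2. For Smad4 it lay between −0.20 and 0.00868, with the change of sign without replicate 1 of the NRF1 OE libraries. All 7 tested genes of the AP‐1 set (Jun, Junb, Jund, Fos and related genes) were higher, with a median log2 fold change of 0.94 (adjusted p = 0.00686 from camera and 0.103 from fry).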

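In single libraries of BV+ PGCLCs, Jun had 1337 and 1116 raw counts with NRF1 OE and 417 and 705 with Ctrl, or 68.9 and 60.7 CPM against 27.3 and 37.0 CPM. Its log2 fold change lay between 0.81 and 1.25 with each of these libraries left out in turn. BV− cells had 210, 280 and 159 raw counts of Jun with NRF1 OE and 192 and 232 with Ctrl, a log2 fold change of 0.21 (adjusted p = 0.599 from edgeR). The difference of the NRF1 OE effect on Jun between BV+ and BV− cells was 0.80 (standard error 0.376, adjusted p = 0.906 from edgeR). With empty vector, Jun was higher in BV+ than in BV− cells by 1.39 on the log2 scale (standard error 0.284, adjusted p = 0.0421 from edgeR).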

Our data showed that NRF1 directly binds to the *Jun* gene promoters, and upregulates its transcription, thereby supporting the critical role of NRF1 in promoting PGC proliferation before sex determination.

Although NRF1 might not be required for PGC specification, we observed that increasing NRF1 expression by activating endogenous NRF1 or introducing ectopic NRF1 cDNA enhanced PGC derivation from PSCs. It is plausible that NRF1 specifically promotes nascent PGC proliferation, and thus increases its presence in differentiated PSCs. Alternatively, NRF1 may regulate a transcriptional network that favours PGC specification. 

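The 6 genes tested of the BMP ligands were all higher in BV+ PGCLCs with NRF1 OE than with Ctrl, with a median log2 fold change of 0.53 (adjusted p = 0.0518 from camera and 0.0451 from fry, and from 0.0373 to 0.463 over the alternatives). Of the 19 WNT ligand and Frizzled receptor genes, 16 were higher, with a median of 0.51 (adjusted p = 0.00686 from camera and 0.0451 from fry). Of the 14 Notch pathway genes, 13 were higher, with a median of 0.52 (adjusted p = 0.00138 from camera and 0.0364 from fry). In BV− cells the medians of these sets were 0.16, 0.46 and 0.20, and camera called none of them (adjusted p = 0.985, 0.497 and 0.210). Camera's test of the difference between the populations gave adjusted p = 0.036 for the BMP set, 0.0675 for the WNT set and 0.0469 for the Notch set, and fry called none of them. In BV+ PGCLCs, offsets for GC content and transcript length, chosen after seeing the data, lowered the medians with NRF1 OE. They became 0.31 for the BMP, 0.32 for the WNT and 0.26 for the Notch set. Camera then gave adjusted p = 0.131, 0.0109 and 0.0134, and fry gave 0.0574, 0.0574 and 0.0213.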

Our RNA‐seq results showed that elevated NRF1 expression enhanced several signalling pathways important for PGC development. In particular, previous research indicated that the BMP pathway alone was sufficient to induce pluripotent epiblast cells to differentiate into PGCs.^3^ In addition, BLIMP1 and LIN28b were reported to promote PGC formation from PSCs when upregulated,^8^, ^38^ and our data identified both genes as the direct targets of NRF1. Notably, our ChIP‐seq did not identify *Prdm14* or *Tfap2C*, the other two core transcription factors in PGC specification, as direct targets of NRF1. The enhanced detection of *Prdm14* or *Tfap2C* upon NRF1 expression was likely due to an increased percentage of PGCs in the whole differentiated PSC population. However, both PRDM14 and TFAP2C are involved in other lineage differentiation in addition to germ cell development. When their expression was analysed in the differentiated PSCs, the enhanced PRDM14 and TFAP2C detection from the increased germ cell population may sometimes be masked by the downregulating effects from other lineages. Therefore, the expression of PRDM14 and TFAP2C may not be elevated by NRF1 to the same level as that of BLIMP1 (Figure 4F).

Consistent with the notion that NRF1 is a known regulator of mitochondrial biogenesis, we also found that NRF1 OE led to increased expression of regulators and enzymes involved in mitochondrial respiration. It has been reported that compared to PSCs or surrounding somatic cells, proliferating PGCs have a higher mitochondrial metabolism to meet their energy need. 

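Respiration genes were higher in BV+ PGCLCs with NRF1 OE than with Ctrl. Of the 37 complex I genes, 36 were higher, with a median log2 fold change of 0.42 (adjusted p = 6.7e-08 from camera and 0.0451 from fry). The median was 0.39 for complexes II and III, with 12 of 14 genes higher (adjusted p = 0.00328 from camera). All 12 complex IV genes were higher, with a median of 0.37 (adjusted p = 0.00138 from camera and 0.0508 from fry), and 15 of the 16 ATP synthase genes were, with a median of 0.35 (adjusted p = 0.00138 from camera). The 13 mitochondrially encoded genes had a median of 0.23, with 11 of them higher (adjusted p = 0.115 from camera). The mitochondrial ribosomal protein genes rose by a median of 0.23, with 70 of 78 higher (adjusted p = 9.0e-05 from camera and 0.0508 from fry), and the cytosolic ribosomal protein genes by 0.31, with 71 of 83 higher (adjusted p = 3.5e-06 from camera and 0.0588 from fry).

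In BV− cells, camera called 7 sets, and fry called all of these except complex IV. There complex I had a median log2 fold change of 0.44 (adjusted p = 2.7e-09 from camera), complexes II and III of 0.39, complex IV of 0.34 and ATP synthase of 0.40. Camera's test of the difference between BV+ and BV− cells gave adjusted p from 0.595 to 0.967 for these 4 sets. After offsets for each library's trend over GC content and transcript length, which were chosen after seeing the data, the median of complex I was 0.25 in BV+ PGCLCs (adjusted p = 4.1e-05 from camera and 0.0574 from fry). The offsets raised the median of the mitochondrially encoded genes to 0.43 (adjusted p = 5.6e-04 from camera and 0.208 from fry) and lowered that of the cytosolic ribosomal protein genes to 0.0476 (adjusted p = 0.0157 from camera and 0.218 from fry). Among the other sets of respiration genes, the medians after the offsets were 0.19 for complexes II and III and 0.34 for complex IV. They were 0.20 for ATP synthase and 0.11 for mitochondrial ribosomal proteins. Camera called each of these sets (adjusted p = 0.00805, 0.0109, 0.00558 and 0.00137 in the same order), and fry called none of them.

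**Figure D4:**
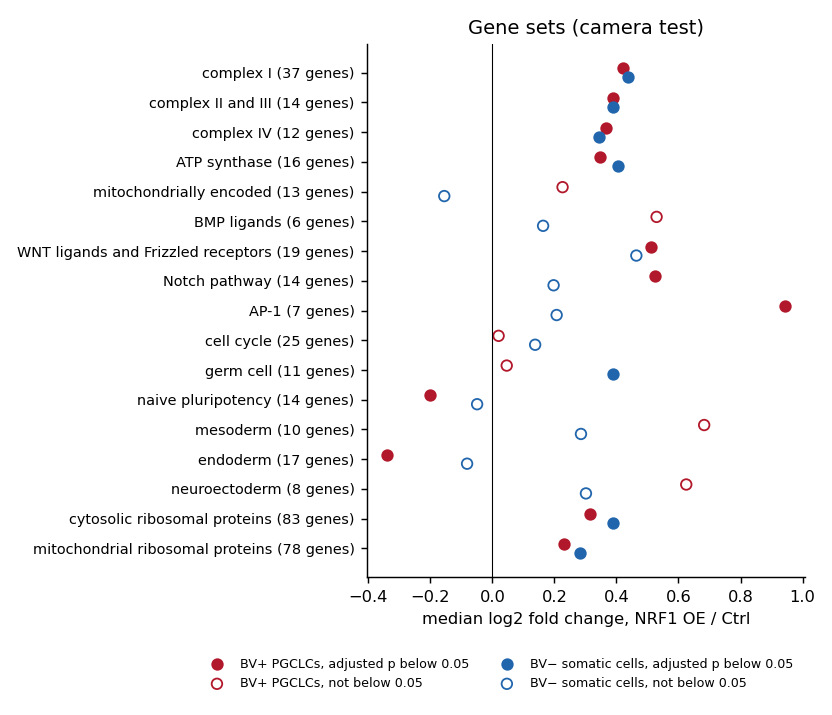
Median log2 fold change of each of the 17 gene sets with NRF1 OE versus Ctrl, in BV+ PGCLCs (red) and BV− somatic cells (blue). Filled points have an adjusted p under 0.05 from camera, with complex I at 0.42 and 0.44, and the sign of the cell cycle median in BV+ PGCLCs changed between scalings.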

Our data thus implicate that increased mitochondrial activity by NRF1 upregulation favours PGC induction from PSCs, thereby offering a potential application for generating large quantities of PGCLCs from PSCs by optimizing their metabolic profiles. Interestingly, in our previous study, we did not observe significant downregulation of metabolic genes when *Nrf1* was deleted from E15.5 germ cells,^25^ suggesting distinct functional mechanisms by which NRF1 regulates germ cell development at different developmental stages. Taken together, our research provides evidence that NRF1 plays an essential role in regulating post‐migrating PGC survival and proliferation by regulating a broad transcriptional network and mitochondrial metabolism that support PGC programming. These findings shed new light on the functional mechanisms that underlie PGC development and highlight NRF1 as a previously unrecognised regulator of this process.

## AUTHOR CONTRIBUTIONS

Pengxiang Wang, Jun Su, Yilin Xie and Jinhai Zhong performed experiments and analysed data. Junpeng Wang and Wei Chen prepared experimental materials. Yuan Wang supervised the study, designed experiments, interpreted data and wrote the manuscript.

## FUNDING INFORMATION

This work was partially supported by the MSU startup fund and US National Science Foundation (CAREER/IOS 2042908). We thank Dr. Guoliang Xu at the Chinese Academy of Science for providing *Tnap‐Cre* mice, and Dr. Mitinori Saitou at Kyoto University for providing BVSC PSCs.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## Supporting information

**Fig. S1. NRF1 is expressed in post‐migrating PGCs.** (**A**) NRF1 expression in PGCs was detected by IHF on E9.5 mouse embryos with NRF1 and STELLA antibodies. Scale Bar: 40 μm. (**B**) Diagram of *Nrf1* conditional knockout in PGCs. (**C**) Representative images of genotyping *Nrf1* conditional knockout mice and PSCs. The mutant allele with floxed Nrf1 locus was generated via homologous recombination, which introduced Frt/LoxP sites surrounding exon 4 and also led to a 72 bp deletion in the intron between exon 4 and 5. Therefore, PCR with primer set 2 (i.e., Loxp‐F and Loxp‐R primers) will yield a 208 bp product from the conditional knockout allele even with a LoxP site, while the wildtype allele will generate a 246 bp product. PCR with this primer set 2 will not be able to amplify any product from the *Nrf1* deleted allele. We also employed the primer set 1 (i.e., Delete‐F and Loxp‐R primers), which can distinguish between *Nrf1* floxed and deleted loci but cannot efficiently amplify a > 8 kb product from the wildtype allele. Combination of primer sets 1 & 2 will allow us to robustly identify wildtype, *Nrf1* floxed, and *Nrf1* deleted alleles.
**Figure S2. NRF1 is required for PGC development.** (**A**) The numbers of OCT4+ or DDX4+ PGCs per gonad section from *Nrf1* deleted embryos and *Nrf1* ^*+/f*^ control embryos during E11.5 to E13.5 were counted based on IHF data. Representative images were shown in Figure 1. Data were presented as the mean ± SEM of target cells calculated from at least 16 gonad sections of three embryos per group. ***: *p* < 0.001. *N.S*.: no significance. (**B**) Examples of genotyping via PCR to determine the sex identity of embryos. PCR was performed on *Rbm31* chromosome loci and produced a 269 bp band from X‐Chr but a 353 bp product from on Y‐Chr. (**C**) IHF was performed on E15.5 male and female gonads from *Nrf1* ^*+/f*^ control embryos and *Nrf1* deleted embryos (*Nrf1* ^*−/f*^ *‐Cre*), with antibodies against NRF1 and DDX4, counterstained with DAPI. Scale bars: 40 μm.
**Figure S3. NRF1 conditional knockout leads to infertility in both male and female mice.** (**A‐B**) Histology study and IHF performed on testis at P0 (**A**) and ovary at P7 (**B**) sections from *Nrf1* ^*−/f*^ *‐Cre* mice vs. their *Nrf1* ^*+/f*^ littermate controls. IHF assays in lower panels were performed with DDX4 and NRF1 antibodies, counterstained with DAPI. No DDX4+ germ cells were detected in either male or female gonads. Scale bars for histology study: 40 μm; for IHF: 60 μm. (**C‐D**) The percentage of OCT4+/Ki67+ proliferating PGCs (**C**) or OCT4+/cleaved Caspase 3+ apoptotic PGCs (**D**) in *Nrf1* conditional knockout embryos and their wildtype controls at E11.5. Representative images were shown in Figure 3D. Data were presented as the mean ± SEM of target cells from 10 gonad sections of three embryos per group. **: *p* < 0.01. ***: *p* < 0.001.
**Figure S4. NRF1 promotes PGCLC formation from PSCs.** (**A**) Representative images of flow cytometry performed on differentiated BVSC PSCs with NRF1 overexpression or with an empty vector control. (**B**) Real‐time RT‐PCR analyses on differentiated BVSC PSCs with NRF1 overexpression or with an empty vector control. Data were presented as mean ± SEM from two independent experiments. (**C**) Heatmap from RNA‐seq analyses on BV− somatic cells and BV+ PGCLCs, with (NRF1 OE) or without (Ctrl) NRF1 overexpression. (**D**) FPKM of representative genes that were upregulated upon NRF1 overexpression (*p20‐Nrf1*) from RNA‐seq analyses on BV+ PGCLCs, compared to empty vector control (*p20*).
**Figure S5. NRF1 direct targets in PGCLCs.** (**A‐B**) BV+ PGCLCs were sorted from differentiated PSCs by flow cytometry (**A**). The ChIP‐PCR analyses (**B**) were done with an NRF1 antibody. All selected genomic regions have been shown to be bound by NRF1 from published studies, using *Rpl30* as a negative control. (**C**) Representative peaks at the genomic region bound by NRF1 from ChIP‐seq analyses. Click here for additional data file.

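The deposited FPKM of BV+ PGCLCs can be set beside the text of this legend, which does not name the genes drawn in panel D. Mean FPKM with NRF1 OE and with Ctrl, each with its SD over 2 libraries, was 3.28 ± 0.544 and 1.85 ± 0.0354 for Bmp7, 52.9 ± 11.6 and 29.3 ± 0.962 for Notch3, and 16.8 ± 2.97 and 7.54 ± 0.205 for Igfbp5. It was 20.2 ± 1.59 and 10.3 ± 2.21 for Jun, 23.3 ± 6.45 and 7.97 ± 0.354 for Junb, 95.3 ± 18.2 and 55.6 ± 8.70 for Cox7a2, and 36.7 ± 6.73 and 20.4 ± 0.346 for Atp5e. Cdh2 (ENSMUSG00000024304) had 5.05 ± 0.997 and 3.21 ± 0.141 FPKM, and its counts gave a log2 fold change of 0.69 (standard error 0.171, adjusted p = 0.0376 from edgeR). In BV− cells Cdh2 changed by 0.04 (adjusted p = 0.887 from edgeR), and the difference between the populations was 0.66 (adjusted p = 0.737 from edgeR).

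Libraries of the same group had correlations of log2 CPM between 0.980 and 0.992 over 6 pairs, and libraries of different groups between 0.943 and 0.988 over 30 pairs. The first principal component held 39.4% of the variance and the second 33.7%. On the first, BV+ PGCLCs with NRF1 OE lay at 72.1 and 45.3, BV+ PGCLCs with Ctrl at 3.23 and 1.45, BV− cells with NRF1 OE at −22.7, −0.328 and −20.0, and BV− cells with Ctrl at −46.7 and −32.5. Replicate 2 of the BV− cells with NRF1 OE lay apart on the second, at 69.5 against 17.1 and 30.6 for the other replicates of its group.

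**Figure D5:**
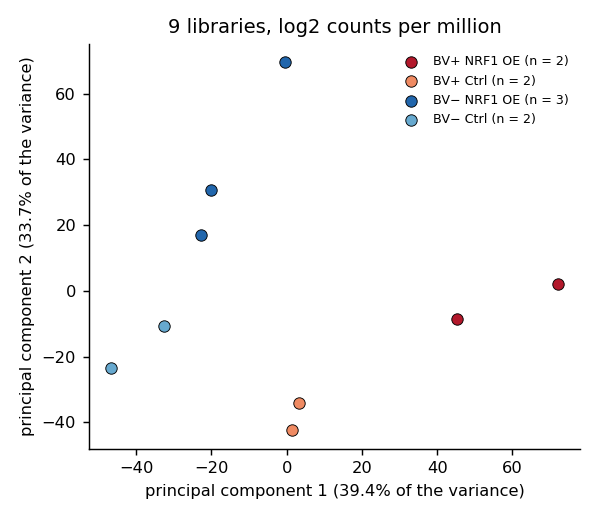
First and second principal components of log2 CPM of the 9 libraries, by population and vector. BV+ PGCLCs with NRF1 OE lie at 72.1 and 45.3 on the first component, and replicate 2 of BV− cells with NRF1 OE lies at 69.5 on the second.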

**Supplemental Table S1.** The list of significantly differentially expressed genes upon NRF1 overexpression in PGCLCs. Click here for additional data file.

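The copy of Table S1 read here holds 1998 of the paper's 2665 genes, 1409 upregulated and 589 downregulated. Its counts for the BV+ libraries were compared with the deposited counts, and all 7992 were equal. Of these genes, 1968 passed the filter on low counts, and all 1968 had a log2 fold change of the same sign in edgeR as in Table S1. At the paper's threshold, 1799 of the 1968 were called in edgeR's test, 1350 of them upregulated, and 879 had an adjusted p under 0.05. Across these genes, Pearson's correlation between the log2 fold changes from edgeR and those of Table S1 was 0.99995. For the 13 genes that the paper names and Table S1 lists, the values differed by at most 0.0312.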

**Supplemental Table S2.** The list of genes that are bound by NRF1 in PGCLCs. Click here for additional data file.

**Supplemental Table S3.** The list of NRF1 directly regulated genes in PGCLCs. Click here for additional data file.

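The genes of Table S3 were also measured in BV− somatic cells, which the table does not cover. Of the 458 genes tested, 434 changed in the direction that Table S3 gives for BV+ PGCLCs and 24 in the opposite direction. At the paper's threshold, 66 of the upregulated and 151 of the downregulated genes were called in BV− cells in the same direction, and with an adjusted p under 0.05 from edgeR, 58 and 120. The 238 upregulated genes had a median log2 fold change of 0.84 in BV+ PGCLCs and 0.46 in BV− cells. The medians of the 220 downregulated genes were −0.66 and −0.71. For 1 gene the direction is written “Ups” in the table, and it was read as upregulated.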

**Supplemental Table S4.** The list of oligonucleotides used in this study. Click here for additional data file.

## Data Availability

The ChIP‐seq and RNA‐seq data that support the findings of this study are openly available at GEO repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE231663; GSE231661 and GSE231662).

How the deposited data were processed for this re-analysis (not part of the article)

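RNA‐seq libraries of BV+ PGCLCs and BV− somatic cells sorted from differentiated BVSC PSCs, with DOX‐induced NRF1 OE or an empty vector, were analysed from the gene tables that the authors deposited. There were 9 libraries in 4 groups, with 2 or 3 libraries in each group. Conditions and replicate numbers came from the sample descriptions and the groups of Figure 5. The ChIP‐seq data and the RT‐PCR, flow cytometry and mouse experiments were not analysed here.

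The authors trimmed the reads with Cutadapt 1.9.1, checked them with FastQC 0.10.1, mapped them to GRCm39 with Hisat2 2.0.1 and counted them on the genes of Ensembl 107 with HTSeq 0.6.1. Each of the deposited tables gives 56691 genes with a raw count per gene, which is not normalized, and 0 lines of the tables name no gene. The authors also deposited FPKM for each gene, calculated from the same counts, and FPKM were used here only as group means. Whether the counting used the strand of the reads is not stated. A symbol is missing for 2639 genes, and 882 symbols belong to more than 1 gene, so genes were handled by their Ensembl identifiers. Transcript length, GC content and overlapping genes were taken from a mouse annotation on GRCm38, in which 16662 of the 16903 genes tested (98.6%) were found by identifier. No coordinates were printed because the annotation and the deposited tables use different builds.

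Total counts per library ranged from 13702162 to 19625460, and between 22921 and 25896 genes had at least 1 count. The 10 most abundant genes held between 5.63% and 7.58% of the counts of a library. Differential expression was tested in R 4.3.3 with edgeR 4.0.16, by the quasi‐likelihood F test in a single fit of the 9 libraries with a term for each of the 4 groups. TMM factors lay between 0.969 and 1.026, and edgeR's filterByExpr filter left 16903 of the 33142 genes with a count. The comparisons were NRF1 OE with Ctrl in BV+ and in BV− cells, BV+ with BV− cells at NRF1 OE and at Ctrl, and the difference of the NRF1 OE effect between BV+ and BV− cells. The paper's threshold was an unadjusted p under 0.05 with an absolute log2 fold change above 0.58. Counts of genes after Benjamini‐Hochberg adjustment were given beside it. Tests were two‐sided, and log2 CPM used a prior count of 2. With 2 libraries in most groups, the spread of a gene rests mainly on what edgeR learns from all genes.

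The genes named are the 23 genes that the paper names for PGCLCs. For NRF1 OE versus Ctrl in BV+ and in BV− cells, the 3 genes with the largest rise and the 3 with the largest fall were added. These had an adjusted p under 0.05, a mean of at least 1 CPM, and every NRF1 OE library above, or below, every Ctrl library of that population. The 17 gene sets cover 4 respiratory complexes, mitochondrially encoded genes, mitochondrial and cytosolic ribosomal proteins, BMP, WNT, Notch and AP‐1 genes, the cell cycle, and markers of germ cells, naive pluripotency, mesoderm, endoderm and neuroectoderm. They were tested with camera of limma 3.58.1 with a preset correlation of 0.01, against all genes tested. The groups, tests, gene sets, the rule for named genes and all alternatives except those said to be chosen later were set before the data were examined.

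Alternatives were DESeq2 1.42.0 on the same genes and libraries, DESeq2 on the libraries of each pair of groups with every gene counted, DESeq2's size factors, library size alone or upper‐quartile factors in place of TMM, no filter or a filter of 10 counts on average, a fit of only the groups compared, counts thinned to the smallest library, the replicate number as a term, and each library left out in turn. Gene sets were also tested with fry and with a correlation estimated from the data. After seeing the data, offsets for each library's trend over GC content and transcript length were added, and so was DESeq2 on each pair of groups with a local dispersion fit and a fold change above 1.5.

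The procedures were tested on simulated counts with the means and depths of these libraries. Of 200 genes changed by 1.5 on the log2 scale, edgeR recovered 191, or 95.5%, in BV+ cells and 164 for the difference between the populations, and DESeq2 recovered 189. With a simulated GC trend, 4845 unchanged genes were called without offsets and 17 with them. A changed set of 30 genes was found by camera and by fry, and 0 of 20 random sets were called by either. Overlaps between lists that share libraries were compared with 20 simulated data sets without changes, and, after seeing the data, with 20 more that hold each library's fitted trend over GC content and transcript length. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The GO enrichment of Figure 5C was not repeated, because the paper's text does not give its background or term version.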

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

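The comparisons, gene sets and alternatives in this part were set before the data were examined, except the offsets for GC content and length. Their use to test an explanation, and all other tests in this part, were chosen only after the results they concern had been seen.

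The paper shows BV+ PGCLCs and BV− somatic cells in a heatmap of the RNA‐seq data (Figure S4C) and compares PGC marker genes between them by real‐time RT‐PCR (Figure 4A). Its text gives no genes that differ between BV+ and BV− cells with empty vector in the RNA‐seq data. In these libraries (n = 2 and n = 2), 190 genes had an adjusted p under 0.05 in edgeR's quasi‐likelihood test, 186 of them higher in BV+ cells and 4 lower. Examples chosen after their values were seen are Col1a2, with 99.8 and 102 CPM in BV+ against 7.25 and 10.9 CPM in BV− cells, and Grb10, with 157 and 158 CPM against 27.7 and 50.6 CPM. Hprt was at 9.50 and 9.44 CPM against 1.32 and 2.56 CPM. Several technical explanations are argued against. Thinning every library to the smallest left 155 of the 190 genes called, and offsets for GC content and transcript length left 184, so neither depth nor these trends would be the whole cause. The 10 most abundant genes held at most 6.61% of the counts in these libraries, so their whole share would shift all other genes by at most 0.0987 on the log2 scale, and the smallest change among the 190 genes was 0.64. In 6 of the 183 genes with transcript sequence, or 3.28%, over 20% of the sequence windows also occur in pseudogenes, against 2.12% of the 13946 genes tested that have such sequence. An exchange of BV+ and BV− in the empty vector libraries would reverse the direction, but 188 of the genes had an adjusted p under 0.05 in the same direction in the NRF1 OE libraries, which are other libraries.

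The explanation tested was a lower share of the main cell type among BV+ cells, with the other kinds of cell in unchanged proportions. It would raise the markers of every other lineage alike. The endoderm list had a median log2 fold change of −0.27 (3 of 17 genes higher, adjusted p = 9.0e-04 from camera and 0.398 from fry), while the mesoderm list was higher. With each list taken as 1 value per library, the mean log2 CPM over its genes, the mesoderm and endoderm lists moved apart by 1.47 (95% limits 0.960 to 1.98), with a lower limit of 0.984 over the genes of at least 1 CPM and of 0.952 with the offsets. A lower share of this form is therefore argued against as the whole cause. A lower share through a single other kind of cell was not tested by this. Only 1 of the 190 genes is on a list of cell type markers. It stays open that cells expressing mesoderm markers may be more abundant among BV+ cells. The mesoderm list had a median of 1.39, with 9 of its 10 tested genes higher (adjusted p = 3.9e-06 from camera and 0.0889 from fry). None of the 10 genes had an adjusted p under 0.05 by itself; fry called 0 of the 17 sets in this comparison and 4 at an unadjusted p under 0.05. With the offsets for GC content and length, fry did call the mesoderm list (adjusted p = 0.0150) and the Notch pathway (0.0490). With NRF1 OE, the mesoderm list was higher in BV+ than in BV− cells by a median of 1.63, with 8 of 10 genes higher and 5 with an adjusted p under 0.05 (adjusted p = 7.8e-04 from camera, 0.00816 from fry and 0.255 from camera with an estimated correlation). With empty vector, the most abundant of the list were Eomes, at 6.50 CPM in BV+ and 6.68 CPM in BV− cells, and Fgf8, at 4.57 and 1.68 CPM. Next in BV+ cells were Msx2, at 1.93 and 0.366 CPM, and Snai1, at 1.57 and 1.16 CPM. Thus 2 of these 4 genes differed little between the populations with empty vector. With NRF1 OE, Eomes was at 6.07 and 5.29 CPM and Snai1 at 3.64 and 1.20 CPM. Of the list, 3 genes were above 1 CPM in every group, and 0 belong to another list. A difference between BV+ and BV− cells themselves, which the sorting sets, was not tested apart from this.

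For 6 gene sets, camera's test of the difference of the NRF1 OE effect between BV+ and BV− cells had an adjusted p under 0.05. The median difference in log2 fold change was 0.34 for mitochondrially encoded genes (13 of 13 higher, adjusted p = 0.0012), 0.45 for BMP ligands (4 of 6, 0.036), 0.15 for the Notch pathway (10 of 14, 0.0469) and 0.80 for AP‐1 (5 of 7, 0.0338). It was −0.23 for naive pluripotency (1 of 14 higher, adjusted p = 0.0121) and −0.0912 for cytosolic ribosomal proteins (24 of 83, 0.0121). None of these signs changed under the other scalings. The preset correlation between genes is a candidate explanation for all 6, because fry called 0 of the 17 sets, with 1 set at an unadjusted p under 0.05, and camera with an estimated correlation also called 0, with 0 at an unadjusted p under 0.05.

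For BMP ligands, AP‐1 and naive pluripotency, camera's adjusted p after offsets was 0.0199 each. With each set taken as 1 value per library, the difference after offsets had 95% limits of 0.0987 to 1.16 for BMP ligands, so trends over GC content and transcript length are argued against as the whole cause for this set. The limits were −0.749 to 2.09 for AP‐1 and −0.522 to 0.194 for naive pluripotency. Before the offsets they were −0.873 to 2.24 and −0.454 to 0.137, so they span both signs either way and cannot test the trend. The medians changed little with the offsets, from 0.80 to 0.84 for AP‐1 and from −0.23 to −0.22 for naive pluripotency. The fitted trends thus did not account for these medians, but the spread between libraries is too large to tell an effect of the population. For the other 3 sets, camera's adjusted p after offsets lay just past the threshold. It was 0.0574 for mitochondrially encoded genes, 0.0512 for the Notch pathway and 0.0700 for cytosolic ribosomal proteins. For mitochondrially encoded genes and cytosolic ribosomal proteins, the trend and an effect of the population therefore cannot be told apart. For the Notch pathway, the value per library differed by 0.317 after offsets (95% limits 0.101 to 0.532), against 0.360 before. These limits argue against the trends as the whole cause, but the median fell from 0.15 to 0.0486, so their share is left open. Single BV− NRF1 OE libraries also decided some of the calls. Without replicate 1, the adjusted p was 0.129 for BMP ligands, 0.224 for the Notch pathway and 0.224 for AP‐1. Without replicate 2, it was 0.316 for cytosolic ribosomal proteins, and without replicate 3 it was 0.0607 for the Notch pathway and 0.171 for AP‐1. The sets of mitochondrially encoded and naive pluripotency genes were called without any one of the 3 replicates. A difference between PGCLCs and somatic cells in the response to NRF1 stays open and was not tested apart from these.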

How the results depend on the processing

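The alternatives were tried one at a time. Offsets for GC content and transcript length, and DESeq2 on each pair of groups with a local dispersion fit and a fold change above 1.5, were chosen after seeing the data. Of the values for single genes and gene sets under the other alternatives, 640 kept their direction and their side of the threshold, 68 became weaker, 13 became stronger, 10 reversed and 3 moved without a test. Under the added alternatives, 60 kept both, 6 became stronger and 11 reversed. Of the main counts, 89 stayed within 1.5 times under the other alternatives and 30 did not, and under the added ones 15 did and 6 did not. The cause was not tested for any change below unless a cause is given.

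At the paper's threshold, the count in BV+ PGCLCs stayed within 1.5 times of 2870 under every alternative tried. That in BV− cells, 2703, went to 1169 with the GC and length offsets and from 1414 to 4086 across the fits that each left out one BV− NRF1 OE replicate, without replicate 2 and without replicate 1.

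Counts of genes with an adjusted p under 0.05 moved more. In BV+ PGCLCs, 1355 became 2106 with DESeq2 on the same genes and libraries, 3321 with DESeq2 on each pair of groups, 3440 without a filter, 4371 with only the groups compared in the fit, 2061 with the offsets and 4728 with the local dispersion fit. In BV− cells, 2910 became 4392 without a filter, 952 with the offsets and 0 with only the groups compared, where 5594 genes had an unadjusted p under 0.05. It ranged from 35 to 5847 across the fits that each left out one replicate, without replicate 3 and without replicate 1. For BV+ versus BV− cells with NRF1 OE, 2325 became 1297 with DESeq2 on each pair, 1260 with only the groups compared and 4343 with the offsets, and ranged from 1514 without replicate 3 to 3182 without replicate 1. With empty vector, 190 became 303 with DESeq2 on the same genes, 447 with DESeq2 on each pair, 529 without a filter, 890 with only the groups compared and 730 with the local dispersion fit. For the difference of the NRF1 OE effect between the populations, 0 genes became 23 with DESeq2, 108 without a filter, and 0 to 33 across the fits that each left out one replicate, with 33 without replicate 2. The share of higher genes in BV− cells, 59.5%, was 45.1% with library size alone (1418 higher and 1723 lower), 44.6% without a filter (1960 and 2432) and 44.0% without replicate 2 of the NRF1 OE libraries (1082 and 1378). In BV+ PGCLCs, 77.8% was 48.0% with only the groups compared (2096 higher and 2275 lower) and 52.7% with the offsets. At the paper's threshold there, 57.6% was 50.3% with library size alone (1468 and 1450) and 49.7% without a filter (1872 and 1895). For BV+ versus BV− cells with NRF1 OE, 72.0% was 42.1% with the offsets (1828 and 2515). With empty vector, 97.9% was 80.6% with only the groups compared (717 and 173). It was 85.7% with DESeq2 on each pair (383 and 64) and 74.5% with the local dispersion fit (544 and 186).

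The genes on all 3 lists of Figure 5A, 202, became 131 with DESeq2 on each pair and 68 with an adjusted p under 0.05 and the fold change threshold. With the latter, 179 genes of Table S3 were called in place of 409. Of the gene sets in BV+ PGCLCs, camera called 11, fry 6 and camera with an estimated correlation 0 (0 at an unadjusted p under 0.05), and in BV− cells camera called 7 and the estimated correlation 0 (0 at an unadjusted p under 0.05).

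With the offsets, the log2 fold change with NRF1 OE in BV+ PGCLCs became 0.0372 for Prdm1, −0.15 for Tfap2c and 0.0142 for Ccdc28a, and that of Prdm1 between BV+ and BV− cells with empty vector became −0.0630. The cell cycle median in BV+ PGCLCs became −0.0187 with library size alone, −0.0240 with only the groups compared and −0.0385 with the offsets. The germ cell median in BV+ PGCLCs became −0.0802 with the offsets. In BV− cells, the offsets gave a median of 0.19 for mitochondrially encoded genes, which camera called in the new direction (adjusted p = 0.0184, against 0.421 without offsets) and fry did not (0.450). They gave medians of −0.16 for BMP ligands, −0.0919 for AP‐1 and −0.11 for mesoderm, and the BMP median was −0.0148 with only the groups compared. Prdm1 between BV+ and BV− cells with NRF1 OE, at 0.000738, changed sign to −0.000485 with DESeq2 on the same genes, −0.00201 with DESeq2 on each pair, −0.000557 with DESeq2's size factors, −0.0301 with upper‐quartile factors, −0.00201 without a filter, −0.0233 with thinned counts, and −0.21 with the offsets, and it ranged from −0.115 to 0.0968 across the fits that each left out one library. Bmp7, not called in edgeR's main setting, had an adjusted p from 0.00399 to 0.0402 under the 5 alternatives that called it, which were DESeq2 on the same genes and on each pair, no filter, the filter of 10 counts and a fit of only the groups compared, and up to 0.0755 under the others that have no term for the replicate number.

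Groups share replicate numbers, and the paper's text does not state whether the numbers pair the samples. Over 12 pairs of libraries with the same number, the correlation of their deviations from the group means lay between −0.503 and 0.420. The 2 pairs above 0.1 were of BV− NRF1 OE and BV− Ctrl libraries, at 0.388 and 0.420. In groups of 2 libraries the deviations mirror each other, so these correlations cannot exclude a pairing. With the replicate block, 3 genes had an adjusted p under 0.05 in BV+ PGCLCs, 0 in BV− cells (5117 at an unadjusted p under 0.05), 1064 between BV+ and BV− cells with NRF1 OE and 121 with empty vector. With it, each of the named genes called for NRF1 OE versus Ctrl had an adjusted p over 0.05, from 0.0534 to 0.100 in BV+ PGCLCs and 0.107 in BV− cells, and so did Tfap2c between BV+ and BV− cells with NRF1 OE, at 0.0570, and Lin28b between BV+ and BV− cells with empty vector, at 0.0761.

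Each group has 2 or 3 libraries, so with 1 library of a pair left out no p was computed, and only fold changes were given. Genes with few counts, such as Gm1995, have the widest ranges, and genes under the filter on low counts were not tested.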

Differences from the paper's values

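Of 35 values of the paper compared with these data, 5 from the text, 13 from the supplement and 17 read from figures, 1 differed. The tolerance was wide, since 177 downregulated NRF1‐bound genes here against the paper's 222 did not count as different. The values from the supplement rest on the same counts, so their match is not independent evidence. The paper's real‐time RT‐PCR of Blimp1 (Prdm1) in BV+ PGCLCs with NRF1 OE shows a ratio to empty vector of about 2.4 in Fig. 5D, read by eye, and the RNA‐seq counts gave a ratio of 0.912 (edgeR, SD 0.0371 between libraries). None of the alternatives set before the data were examined closed the gap, with ratios from 0.884 to 0.940 and from 0.875 to 0.954 with each library left out in turn. The offsets for GC content and transcript length, chosen after seeing the values, gave 1.03.

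The paper states that Blimp1 and Lin28b are upregulated with NRF1 OE. In the RNA‐seq counts of BV+ PGCLCs, the log2 fold change of Prdm1 was −0.13 (adjusted p = 0.589 from edgeR) and that of Lin28b 0.32 (adjusted p = 0.265 from edgeR). With each library left out in turn, that of Lin28b lay between 0.14 and 0.48. At the lowest, its ratio of 1.10 would also differ from the RT‐PCR ratio of about 1.7 in Fig. 5D, read by eye. With the offsets for GC content and transcript length, which were chosen after seeing the values, Lin28b had a log2 fold change of 0.63 (adjusted p = 0.0146 from edgeR), and over all alternatives its adjusted p ranged from 0.0146 to 0.324. The paper describes NRF1 as overexpressed in these cells, and the log2 fold change of Nrf1 in BV+ PGCLCs was 0.10 (adjusted p = 0.489 from edgeR).

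DESeq2 on each pair of groups with a local dispersion fit and a fold change above 1.5, chosen after seeing the values, called 2665 genes, 1409 of them higher and 1256 lower, which are the counts that the paper gives. All 1998 genes in the copy of Table S1 read here were among them in the same direction, and the other 667 could not be compared. It also called the 238 upregulated and 222 downregulated genes of Table S3. Under it the regions of Figure 5A held 158 genes on all 3 lists, 759, 777 and 244 on 2 lists, and 971, 1164 and 1229 on a single list. DESeq2 on each pair of groups with its default dispersion fit, set before the data were examined, gave 2318 genes, 1266 higher and 1052 lower, with 1759 of the 1998.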

Other observations

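The comparisons, gene sets, named genes and alternatives in this part were set beforehand, except the offsets for trends over GC content and length. Among the tests of explanations, the test of these trends on the genes higher in BV+ cells was chosen before its result was seen. All tests beyond these were chosen after the results they concern had been seen.

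Genes higher in BV+ than in BV− cells with empty vector rose further with NRF1 OE. The 186 genes with an adjusted p under 0.05 had a median log2 fold change of 1.14 with NRF1 OE versus Ctrl in BV+ PGCLCs and 0.20 in BV− cells. The genes were chosen on the BV+ Ctrl libraries that the effect is measured against. This choice by itself lowers the effect, since in simulated counts with no gene changed the correlation across genes between the 2 comparisons had a median of −0.510, against 0.174 here. After the offsets for GC content and transcript length the median was 1.11, which argues against these trends as the whole cause. A single kind of cell that became more abundant would raise by the same factor the genes that no other BV+ cell expresses. Over the 69 genes with a log2 difference between BV+ and BV− cells above 2 with empty vector and above 3 with NRF1 OE, the changes spread more than their errors, with a chi‐square per degree of freedom of 2.48 around a common log2 fold change of 1.43 (range −0.13 to 2.36). The level of these genes in the other BV+ cells is not known and would also give unequal factors, so a single kind of cell and a response of these genes to NRF1 cannot be told apart.

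Transcripts rich in GC were higher with NRF1 OE. Across 12875 genes, which are not independent replicates, Spearman's rho between GC content and the log2 fold change was 0.555 in BV+ PGCLCs and 0.699 in BV− cells, and 0.0015 and 0.035 after the offsets. Library preparation that differed between the NRF1 OE and Ctrl libraries and an effect of NRF1 on GC‐rich genes cannot be told apart, because vector and library would vary together and the sample descriptions give no batch. The trend as the whole rise of complex I genes is argued against, since their median log2 fold change after offsets was 0.25 in BV+ PGCLCs and 0.16 in BV− cells (adjusted p = 7.3e-06 from camera and 0.0628 from fry in BV− cells). With the set taken as 1 value per library, the mean change after offsets was 0.245 (95% limits 0.0481 to 0.441) and 0.210 (95% limits 0.0301 to 0.389), against 0.409 and 0.376 before.

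Counts of Nrf1 were not clearly raised in the libraries with NRF1 OE. The 95% limits of its log2 fold change were −0.16 to 0.37 in BV+ PGCLCs and 0.02 to 0.50 in BV− cells. A vector that holds only the coding sequence would add few counts per transcript. With this taken into account, the upper limit allows a rise of Nrf1 transcripts of up to 2.88‐fold in BV+ PGCLCs and 3.69‐fold in BV− cells, and of up to 3.95‐fold and 5.58‐fold with the offsets for GC content and length. A rise of this size is left open. Vector sequence that was not counted on the mouse gene is another candidate explanation. The paper's Methods give mouse PSCs as the source of the Nrf1 cDNA, so reads of its coding sequence would be counted on this gene. That origin argues against this explanation. The sequence of the insert is not given in the text, so it is not excluded. An exchange of NRF1 OE and Ctrl between libraries would make the value negative if the vector's reads are counted on Nrf1. In BV+ PGCLCs the lower limit was −0.16, and 0.00770 with the offsets. In BV− cells the lower limits of 0.0154, and 0.282 with the offsets, go against an exchange, but the limit was −0.0244 with library size alone and −0.0922 without a filter. These lower limits lie on both sides of 0 between settings, so an exchange is left undecided in both populations. With the offsets, the log2 fold change in BV− cells was 0.53 (adjusted p = 0.0311 from edgeR), and over all alternatives its adjusted p ranged from 0.0311 to 0.254.

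Prdm1, Dppa3, Prdm14 and Tfap2c were not higher in BV+ than in BV− cells with empty vector, although the cells were sorted on a Blimp1 reporter. Prdm1 had 11.0 ± 0.707 FPKM (SD, n = 2) in BV+ and 10.4 ± 0.219 FPKM (SD, n = 2) in BV− cells, a log2 fold change of 0.05 (adjusted p = 1.0 from edgeR). The log2 fold change was −0.45 for Dppa3 (adjusted p = 0.223 from edgeR, and from 0.00112 to 0.272 over the alternatives without a term for the replicate number), which has a copy among pseudogenes, −0.18 for Prdm14 and −0.05 for Tfap2c. Lin28b, which the paper also names as a regulator of PGC formation and which is not on the germ cell list, went the other way. It was higher in BV+ cells by 0.95 with empty vector (adjusted p = 0.0490 from edgeR, and from 7.1e-09 to 0.0657 over the alternatives without a term for the replicate number) and by 1.63 with NRF1 OE (adjusted p = 1.2e-04 from edgeR, and from 1.1e-23 to 0.00115 over the alternatives). With NRF1 OE, the germ cell list was lower in BV+ than in BV− cells. It had a median of −0.38 there (3 of 11 higher, adjusted p = 0.0251 from camera, 0.0165 from fry and 0.255 from camera with an estimated correlation). Dppa3 differed by −0.65 (adjusted p = 0.00536 from edgeR, and from 7.3e-05 to 0.0411 over the alternatives) and Tfap2c by −0.43 (adjusted p = 0.0461 from edgeR, and from 0.0156 to 0.196 over the alternatives, with 0.0597 and 0.102 without replicates 1 and 2 of the BV− NRF1 OE libraries). Prdm14 differed by −0.38 (adjusted p = 0.0940 from edgeR, and from 0.0412 to 0.349 over the alternatives, lowest with the offsets). Prdm1 did not differ, with a value near 0 whose sign changed between scalings. The counts allow a rise of Prdm1 of at most 0.48 on the log2 scale, so too few counts are argued against for a larger difference. An exchange of BV+ and BV− cannot be told apart from other explanations. It would make the germ cell genes lower in BV+ cells, as Dppa3 and the germ cell list with NRF1 OE were, while Lin28b was higher and the lower limit for Prdm1 with empty vector was −0.37. The trend over GC content and length is argued against, since the value of Prdm1 after offsets was −0.0630. How the level of the reporter protein relates to these transcripts was not measured, and no biological explanation was tested.

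The lists of cell type markers gave these results with NRF1 OE versus Ctrl. In BV+ PGCLCs the median log2 fold change was 0.05 for germ cell genes (6 of 11 higher, adjusted p = 0.426 from camera), −0.20 for naive pluripotency (3 of 14 higher, 0.00686), 0.68 for mesoderm (7 of 10 higher, 0.192), −0.34 for endoderm (4 of 17 higher, 0.0217) and 0.63 for neuroectoderm (6 of 8 higher, 0.123). In BV− cells the medians were 0.39 for germ cell genes (7 of 11 higher, adjusted p = 0.0349 from camera), −0.05 for naive pluripotency (0.666), 0.29 for mesoderm (0.644), −0.08 for endoderm (0.0626) and 0.30 for neuroectoderm (0.421). With the offsets for GC content and length, camera also called naive pluripotency, at −0.14 (adjusted p = 0.00604), and endoderm, at −0.31 (adjusted p = 4.3e-04), in BV− cells, and fry called neither (0.168 each). The difference between the populations had an adjusted p of 0.0829 from camera for the germ cell list. In BV− cells Dppa3 rose by 0.84 (adjusted p = 0.0317 from edgeR) and Tfap2c by 0.43 (adjusted p = 0.045 from edgeR), and in BV+ PGCLCs Dppa3 rose by 0.64 (adjusted p = 0.0252 from edgeR). Between BV+ and BV− cells with empty vector, the neuroectoderm list had a median of 0.53 (adjusted p = 4.4e-04 from camera), the germ cell list −0.18 (0.128) and the naive pluripotency list −0.07 (0.417).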
